# Negative regulation of miR‐1275 by H3K27me3 is critical for glial induction of glioblastoma cells

**DOI:** 10.1002/1878-0261.12525

**Published:** 2019-06-18

**Authors:** Jialuo Mai, Jiayu Gu, Ying Liu, Xincheng Liu, Ke Sai, Zhijie Chen, Wanjun Lu, Xiaozhi Yang, Jingyi Wang, Cui Guo, Shuxin Sun, Fan Xing, Longxiang Sheng, Bingzheng Lu, Zhu Zhu, Hongjiaqi Sun, Dongdong Xue, Yuan Lin, Jing Cai, Yaqian Tan, Chuntao Li, Wei Yin, Lin Cao, Ying Ou‐yang, Pengxin Qiu, Xingwen Su, Guangmei Yan, Jiankai Liang, Wenbo Zhu

**Keywords:** cAMP, differentiation therapy, GBM, H3K27me3, miR‐1275

## Abstract

Activation of the cyclic adenosine monophosphate/protein kinase A (cAMP/PKA) pathway induces glial differentiation of glioblastoma (GBM) cells, but the mechanism by which microRNA (miRNA) regulate this process remains poorly understood. In this study, by performing miRNA genomics and loss‐ and gain‐of‐function assays in dibutyryl‐cAMP‐treated GBM cells, we identified a critical negative regulator, hsa‐miR‐1275, that modulates a set of genes involved in cancer progression, stem cell maintenance, and cell maturation and differentiation. Additionally, we confirmed that miR‐1275 directly and negatively regulates the protein expression of glial fibrillary acidic protein (GFAP), a marker of mature astrocytes. Of note, tri‐methyl‐histone H3 (Lys27) (H3K27me3), downstream of the PKA/polycomb repressive complex 2 (PRC2) pathway, accounts for the downregulation of miR‐1275. Furthermore, decreased miR‐1275 expression and induction of GFAP expression were also observed in dibutyryl‐cAMP‐treated primary cultured GBM cells. In a patient‐derived glioma stem cell tumor model, a cAMP elevator and an inhibitor of H3K27me3 methyltransferase inhibited tumor growth, induced differentiation, and reduced expression of miR‐1275. In summary, our study shows that epigenetic inhibition of miR‐1275 by the cAMP/PKA/PRC2/H3K27me3 pathway mediates glial induction of GBM cells, providing a new mechanism and novel targets for differentiation‐inducing therapy.

**Abbreviations**
APL: acute promyelocytic leukemia
cAMP: cyclic adenosine monophosphate
CNS: central nervous system
dbcAMP: dibutyryl‐cAMP
EdU: 5‐ethynyl‐2’‐deoxyuridine
EZH: enhancer of zeste
GBM: glioblastoma
GFAP: glial fibrillary acidic protein
GSCs: glioma stem cells
GSEA: gene senrichment analysis
H3K27me3: tri‐methyl‐histone H3 (Lys27)
miRNA: microRNA
PKA: protein kinase A
PRC2: polycomb repressive complex 2
RNA‐seq: RNA sequencing
siRNA: small interfering RNA

## 1 Introduction

Glioblastoma (GBM) is the most common and deadly cancer of the central nervous system (CNS) and is associated with a poor clinical prognosis (Wesseling and Capper, 2017). The major therapeutic strategy, which includes surgical resection, radiation, and chemical therapy, is usually applied as the standard medical management approach for patients with GBM. However, even after this standard regiment, GBM patients have a median survival of only 12–15 s (Stupp *al.*, 2005; Wen and Kesari, 2008). Although targeted molecular therapy has clear advantages in the treatment of several types of solid tumors, such as non‐small cell lung cancer, the overall impact of these advances on glioma has been disappointing (Wang *al.*, 2015). Thus, there is an urgent need for therapeutic agents and strategies that provide greater benefits.

Differentiation therapy is a strategy that involves inducing malignant cells to differentiate toward relatively benign mature cells by applying specific chemicals or signaling agents (Leszczyniecka *al.*, 2001). To date, significant progress in differentiation therapy has been made in the field of hematologic malignancies, particularly acute promyelocytic leukemia (APL). All‐trans retinoic acid and arsenic trioxide have become standard management for patients newly diagnosed with APL, and recent clinical trials reported that combination therapy using both agents resulted in complete remission rates beyond 90% (Burnett *al.*, 2015; Lo‐Coco *al.*, 2013). However, in light of the complexity of oncogenic pathways, differentiation therapy aimed at solid tumors is still under investigation. Previously, we reported that activation of the cyclic adenosine monophosphate/protein kinase A (cAMP/PKA) pathway by cholera toxin can induce malignant glioma cell differentiation into benign astrocyte‐like cells, which are characterized by proliferation arrest and glial fibrillary acidic protein (GFAP) expression (Li *al.*, 2007). Elucidating the molecular mechanisms involved in glial induction may provide valuable insights into the underlying biological features of this disease and possible new therapeutic targets.

MicroRNA (miRNA) are a large family of small non‐protein‐coding RNA of ~ 20–30 nucleotides that function by silencing RNA via perfect or imperfect base pairing with targmRNA. Through translation repression, mRNA cleavage and mRNA decay, miRNA regulate a series of biological processes, including cell differentiation, proliferation, and apoptosis. Dysregulation of miRNA is often related to human disease, especially the occurrence and progression of cancer (Lujambio and Lowe, 2012). In this study, we identified miR‐1275 as a differentiation repressor, the downregulation of which directly contributes to GFAP induction. In addition to GFAP, miR‐1275 regulates a set of genes associated with cancer progression, stem cell maintenance, cell maturation, and cell differentiation. Mechanistically, polycomb repressive complex 2 (PRC2)‐dependent tri‐methylation of histone H3 lysine 27 (H3K27me3) through cAMP/PKA pathway activation accounts for miR‐1275 downregulation. Our results suggest that decreased miRNA‐1275 expression induced by H3K27me3 drives glioma cell differentiation. These findings provide new targets for differentiation therapy.

## 2 Materials and methods

### 2.1 Cell culture and reagents

DBTRG‐05MG cells were cultured at 37 °C under 5% CO_2_ in PRIM‐1640 medium (Gibco, Thermofisher Scientific, Rockford, IL, USA) supplemented with 10% FBS (Gibco) and penicillin/streptomycin (HyClone, Thermofisher Scientific, Rockford, IL, USA). The cell line was purchased from American Type Culture Collection (ATCC, Manassas, VA, USA).

Primary patient‐derived GBM cells and glioma stem cells (GSCs) were provided by Professor Z. Chen (Department of Neurosurgery/Neuro‐oncology, Sun Yat‐sen University Cancer Center, State Key Laboratory of Oncology in South China, Collaborative Innovation Center for Cancer Medicine). Primary GBM cells were cultured in DMEM/F12 (Gibco) supplemented with 10% FBS and penicillin/streptomycin.

The following reagents were used in this study: dibutyryl‐cAMP (dbcAMP; 100 mm, dissolved in double distilled water, D0627‐1G; Sigma‐Aldrich, St. Louis, MO, USA), KT5720 (10 mm, dissolved in DMSO, B9002; APExBIO Chemicals, Houston, TX, USA), GSK J1 (10 mm, dissolved in DMSO, S7581; Selleck Chemicals,Houston, TX), and EPZ005687(10 mm, dissolved in DMSO, S7004; Selleck Chemicals, Houston, TX, USA).

### 2.2 EdU‐incorporation assay

For cell proliferation assessment, the cells were incubated with 10 mm 5‐ethynyl‐2’‐deoxyuridine (EdU; Sigma‐Aldrich) for 2 h. EdU was chemically conjugated to 50 mm Atto 488 (Sigma‐Aldrich) for 1 h. Cells were then incubated with 2.5 mg·mL^−1^ DAPI for another 30 min. Images were acquired under a fluorescence microscope (Nikon ECLIPSE Ti‐U, Tokyo, Japan).

### 2.3 Western blotting

Cells were lysed using M‐PER mammalian protein extraction reagent (Thermo Scientific, Rockford, IL, USA) or extracted total protein using ultrasonic for detecting histone protein, followed by SDS/PAGE. After being electroblotted onto a polyvinylidene fluoride membrane (Roche, Basal, Switzerland), targproteins were detected with corresponding antibodies. Antibodies targeting the following proteins were used: human GFAP (3670; Cell Signaling Technology, CST, Danvers, MA, USA), human α‐Tubulin (ARG65693; Arigo, Shanghai, China), human β‐actin (ARG62346; Arigo), human PCNA (2586; CST), human histone H3 (trimethyl K27; ab6002; Abcam, Cambridge, MA, USA), and histone H3 (9715; CST).

### 2.4 qRT‐PCR

Total RNA was extracted using TRIzol (Life Technologies, Thermo Scientific, Rockford, IL, USA) reagent and reverse‐transcribed to cDNA using a stem‐loop primer for miR‐1275 or a reverse primer for U6. Specific gene expression was quantified with SuperReal PreMix SYBR Green (TIANGEN, Beijing, China) using an Applied Biosystems 7500 fast real‐time PCR system (Life Technologies). The following amplification primers (Life Technologies) were used (50–30): miR‐1275 (stem‐loop primer, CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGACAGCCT; sense, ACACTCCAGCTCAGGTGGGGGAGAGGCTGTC; antisense, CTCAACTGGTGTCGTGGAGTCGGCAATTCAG) and U6 (sense, CTCGCTTCGGCAGCACA; antisense, AACGCTTCACGAATTTGCGT).

### 2.5 MicroRNA gain‐ and loss‐of‐function assay

Specific miRNA mimics or inhibitors were purchased from RiboBio (Guangzhou, China). Cells were transfected with miRNA using Lipofectamine RNAiMAX (13778150; Thermo Fisher) in OPTI‐MEM (31985‐070; Thermo Fisher) following the manufacturer’s instructions. Briefly, cells were seeded in 35‐mm dishes at 70–80% confluence and then transfected with 25 μg miRNA mimics or inhibitors with Lipofectamine RNAiMAX under serum‐reduced condition. After 24 h, culture media were replaced with a serum‐containing medium, and cells were treated with drugs. RNA and proteins were extracted after 72 h postdrug treated.

### 2.6 Transcriptome data processing and analysis

Raw reads were trimmed to 90 nucleotides (nt) of length and were mapped to the UBSC human genome browser database (UCSC) hg19 reference genome (Lander al., 2001) (http://genome.ucsc.edu/) using tophat (v2.0.11) (Trapnell al., 2009) (http://tophat.cbcb.umd.edu/). Default Tophat settings were used, except for the redefined parameter ‘–mate‐inner‐dist 200’. The inner distance between pair ends was estimated by the picard program (http://picard.sourceforge.net). The HTSeq program was used to count mapped reads with the parameters ‘‐s no –a 20’ (Anders al., 2015). Genes with less than two reads per million were removed, and 13 333 genes were included for further analysis. Gene count normalization and differential expression analysis were performed using the deseq package (Anders and Huber, 2010).

### 2.7 Gene annotation and functional enrichment analysis

The piano package (Varemo al., 2013) was used for gene senrichment analysis (GSEA) (Subramanian al., 2005). Gene sets were retrieved from Gene Ontology (http://geneontology.org/), Kyoto Encyclopedia of Genes and Genomes, and the Ingenuity Pathways database (IPA; Ingenuity Systems, http://www.ingenuity.com) (Kanehisa and Goto, 2000; Kanehisa al., 2014). Raw *P* values from the GSEA were corrected for multiple testing by false discovery rate. Pathways with corrected *P* values of < 0.05 were considered significant.

### 2.8 Dual‐luciferase reporter assay

Firefly and Renilla luciferase reporter plasmids were purchased from RiboBio. The fragments were amplified by PCR with primers for pmir‐GFAP‐3′‐UTR, (sense) GCGGCTCGAGACCCAGCAACTCCAACTAA and (antisense) AATGCGGCCGCCCCCAGGTGGCAGGACGTC. miRNA targsite mutants were generated using the following primer: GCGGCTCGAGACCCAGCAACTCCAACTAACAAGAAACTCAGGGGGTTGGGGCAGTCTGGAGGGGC.

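GFAP encodes the intermediate filament protein of astrocytes and lies on the reverse strand of chromosome 17 of GRCh37, from 42980527 to 42994305. The annealing parts of the reporter primers each matched the genome at 1 place and enclosed a fragment of 503 bp, from 42984010 to 42984512. The fragment held 1 match of 7 or 8 nucleotides to the miR-1275 seed, CCCCCAA, from 42984476 to 42984482. The annotation places this match in the 3′ UTR of the transcripts GFAP-201, GFAP-207 and GFAP-214, the last of which is the canonical transcript. Counted from 1 at the 5′ end of the 3′ UTR, the match starts at base 233 in GFAP-201 and GFAP-214 and at base 767 in GFAP-207. On the strand of the gene, the reference sequence around the match reads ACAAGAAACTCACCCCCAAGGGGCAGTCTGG, and the same stretch of the mutant primer reads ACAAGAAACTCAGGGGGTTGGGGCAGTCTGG. The mutant primer differs from the reference at 7 of the 7 bases of the match and at 0 bases after it, over 55 bases compared.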

Luciferase reporter assays were conducted by cotransfecting DBTRG‐05MG cells with miRNA fragments and the firefly and Renilla luciferase plasmids using lipofectamine 3000 (L3000015; Thermo Fisher). At 48 h post‐transfection, cells were harvested, and the luciferase activity was measured using a Dual‐Glo Reporter Assay System (E2920; Promega, Madison, WI, USA). Luciferase activity was calculated as the ratio of firefly luciferase activity (reporter) to Renilla luciferase activity (control).

### 2.9 RNAi experiments

Specific small interfering RNA (siRNA) targeting PKA was purchased from RiboBio. siRNA were transfected using Lipofectamine RNAiMAX (Life Technologies) with OPTI‐MEM (Life Technologies) following the manufacturer’s instructions.

### 2.10 ChIP

ChIP assays were performed based on the protocol from the manufacturer (17‐10086; Merck Millipore, Sigma‐Aldrich, St. Louis, MO, USA). Briefly, cells (1 × 10^7^) were treated with 1% formaldehyde for 10 min to cross‐link the histones to the DNA. After sonication of cell pellets, the lysate was incubated with 10 μL of anti‐K27 tri‐methylated histone H3 (ab6002; Abcam). To collect the immunoprecipitated complexes, magnetic beads were added and incubated with the lysate overnight at 4 °C. After the cross‐linking was reversed, DNA was extracted and purified using the phenol/chloroform method, ethanol‐precipitated, and dissolved in water. 

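MIR1275, the gene of miR-1275, gives a hairpin of 80 nt on the reverse strand of chromosome 6 of GRCh37, from 33967749 to 33967828. The mature miR-1275, GTGGGGGAGAGGCTGTC, covers 17 nt of the hairpin from 33967795 to 33967811. The nearest protein-coding genes are GRM4, which encodes a metabotropic glutamate receptor, at a distance of 18591 bp on the 5′ side of the hairpin, and MLN, which encodes motilin, at 195968 bp on its 3′ side. The ChIP‐qPCR primers for this locus each matched the genome at 1 place and enclosed 131 bp from 33967773 to 33967903. Of this amplicon, 56 bp lie inside the hairpin and 75 bp on its 5′ side. The sequence of mature miR-1275 occurs at 4 places in the assembly. Among the others, copies lie on the unplaced scaffold GL000220.1 from 104716 and from 148688, each 4345 bases upstream of an 18S ribosomal RNA sequence.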

ChIP products were assayed via SYBR Green ChIP‐qPCR using the following set of primers: (sense) GCAGAAATACCTCACCAAGTTTTTA and (antisense) TTTGGCATACTTACAGACACAAGAC, encompassing the pri‐miR‐1275 promoter region.

### 2.11 Assessing histone methyltransferase activity

Cells were treated with the indicated compounds for 24 h. Then, according to the instructions provided in, nuclear extracts were prepared using EpiQuik™ Nuclear Extraction Kit (OP‐0002; Epigentek, Farmingdale, NY, USA). We used an EpiQuik™ histone methyltransferase activity/inhibition assay kit (P‐3005; Epigentek) to perform histone methyltransferase activity assays based on the manufacturer’s protocol. The resulting absorbance was measured at 450 nm using a Synergy H1 microplate reader (BioTek, Winooski, VT, USA).

### 2.12 Subcutaneous xenograft GBM model

Animal experiments were approved by the animal care ethics committees at Zhongshan School of Medicine, Sun Yat‐sen University. Mice were housed in a pathogen‐free animal facility. The hindflanks of 4‐week‐old female BALB/c‐nu/nu mice were subcutaneously inoculated with 1 × 10^5^ GSCs. After 7 days, palpable tumors developed (50 mm^3^), and the mice were randomly divided into three groups (*n* = 5). These four groups were injected intraperitoneally once per day with vehicle, 20 mg·kg^−1^ luteolin, 100 mg·kg^−1^ GSK J4, or combination of luteolin and GSK J4, respectively, for 14 days. Tumor diameters were measured every other day with a caliper, and tumor volumes were estimated using the following formula: width^2 ^× length/2 = *V* (mm^3^). Tumors were dissected and fixed for immunohistochemical and *in situ* hybridization (ISH) analysis. Data are means ± standard deviation (SD) of 5 mice/group.

### 2.13 Statistical analysis

Graphed results are expressed as the means ± SD, as indicated in the figure legends, for the indicated number of observations. The data were analyzed with one‐way ANOVA or Student’s *t*‐test (two‐tailed, unequal variance).

## 3 Results

### 3.1 MicroRNA expression profile in DBTRG‐05MG cells under exposure to dibutyryl‐cAMP

As we reported previously, activation of the cAMP signal pathway by cholera toxin or cAMP activator can induce differentiation of rat glioma cells and human glioma cells toward an astrocyte type (He *al.*, 2011; Li *al.*, 2007). dbcAMP, a cAMP analog, was reported to be used to trigger glial induction (Adornetto *al.*, 2013; Hu *al.*, 2008; Xing *al.*, 2017), and we used it as a differentiation inducer in our research. In contrast with the mainly flattened and polygonal shape of the control cells, the morphology of the dbcAMP‐treated DBTRG‐05MG cells resembled that of mature neural cells, with smaller, round cell bodies and longer processes (Fig. 1A). Next, a EdU incorporation assay was performed on dbcAMP‐treated glioma cells to evaluate their proliferation capacity. As shown in Fig. 1B,C, the average percentage of EdU‐positive cells in the control group was 22%, while the percentage in the dbcAMP‐treated group was as low as 5%. Furthermore, dbcAMP induced DBTRG‐05MG cells to express GFAP, the marker of mature astrocytes (Fig. 1D). Taken together, these data suggest that treatment with dbcAMP can induce GBM cell transformation into an astrocyte‐like phenotype, manifested by morphological changes, suppression of proliferation, and induction of GFAP expression.

**Figure 1:**
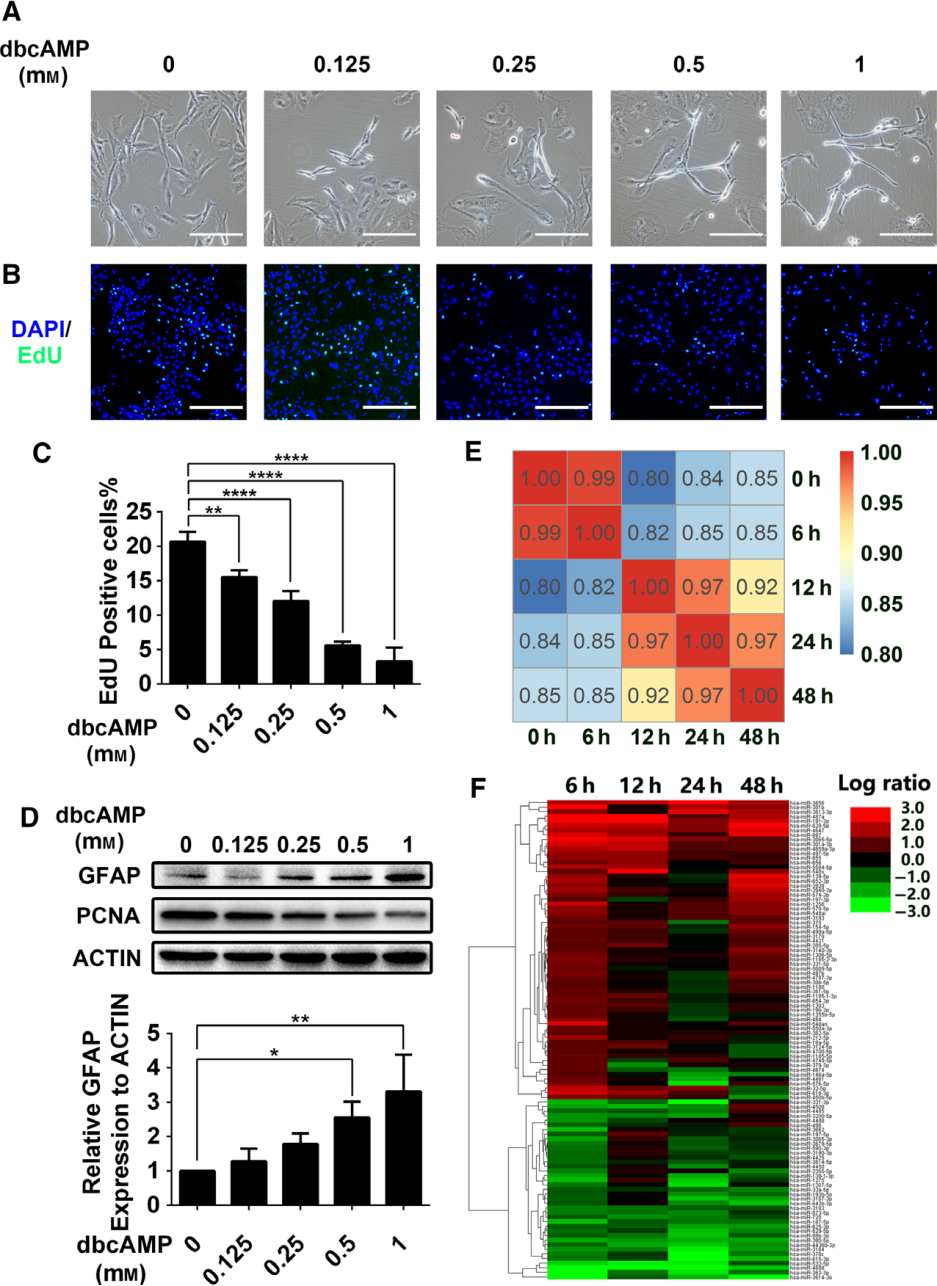
miRNA expression profile in DBTRG‐05MG cells exposed to dbcAMP. (A) Dose effects of dbcAMP on morphology changes in DBTRG‐05MG cells. Cells were treated with 0.125–1 mm dbcAMP for 3 days, and then, phase‐contrast microscopy images were captured. Scale bar, 200 μm. (B) Dose effects of dbcAMP on DBTRG‐05MG cell proliferation rate. Cells were treated with 0.125 mm to 1 mm dbcAMP for 3 days. EdU‐incorporation assays were performed at the endpoint, and then, fluorescence images were captured. EdU‐positive cells are shown in green. DAPI is shown in blue. Scale bar, 500 μm. (C) Histogram of EdU‐positive cells treated with different doses of dbcAMP (*n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. **, *P* < 0.01; ****, *P* < 0.0001. (D) Western blot analysis of GFAP and the proliferation marker PCNA in DBTRG‐05MG cells treated with different doses of dbcAMP for 3 days. β‐Actin was used as the loading control (upper). Histogram of relative GFAP expression in cells treated with dbcAMP (lower, *n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. *, *P* < 0.05; **, *P* < 0.01. (E) Correlation analysis of DBTRG‐05MG cells treated with 1 mm dbcAMP at different time points. (F) Heatmap of the miRNA expression levels in dbcAMP‐treated DBTRG‐05MG cells.

Next, we conducted transcriptome and miRNA genomics analyses to further exploring genetic and epigenetic mechanisms underlying chemically induced glial differentiation. 

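Small RNA of DBTRG‐05MG cells, a human glioblastoma line, was sequenced at 0, 6, 12, 24 and 48 h of treatment with 1 mM dbcAMP, a cell-permeable analog of cAMP. The dose and the times are those of the sample labels, and each time has 1 library. The deposited table lists 524 mature miRNA in RPM (reads scaled to the library total), a unit read from the values, since the authors' processing of the small RNA reads is not given in the sources used here. In each library the values were whole multiples of the smallest value, which lay between 0.0879 and 0.111 RPM. Of the values under 500 reads, 100% were whole numbers of reads within a tolerance of 0.05 reads, so the reads of each miRNA were recovered by division. The implied library totals were 9046000 to 11372000 reads. The listed miRNA took 48.3% of these reads at 0 h, 55.7% at 6 h, 58.5% at 12 h, 24.2% at 24 h and 29.2% at 48 h. let-7a‐5p alone took 34.0% to 36.0% of the miRNA reads of every library. No value was 0, so the 26 miRNA with 1 read at 0 h had either 0 or 1 read. The ratio to 0 h was taken between the deposited RPM, with nothing added. Its 95% interval (exact Clopper-Pearson on the reads of both libraries) covers counting error only and is not adjusted for the number of miRNA. With 1 library per time there is no replicate spread and no p-value, and a difference between libraries cannot be parted from a difference between times.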

From the transcriptome data, we observed clear and dramatic changes in gene expression patterns at 12 h under dbcAMP treatment (Fig. 1E). Of note, the miRNA expression profile underwent a marked change at 6 h (Fig. 1F), earlier than the change in gene expression. Thus, to determine whether miRNA participate in glial induction via gene regulation, we identified miRNA with a fold change > 3 at 6 h and 12 h. 

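At 6 h of dbcAMP, most well-covered miRNA of DBTRG‐05MG cells lay near their 0 h level, and a small number lay apart. Of 222 miRNA with at least 50 reads at 0 h, 94.1% lay between 0.5 and 2 times 0 h, with a median ratio of 1.025. Outside Tables 1 and 2, miR-487b, of the imprinted cluster on 14q32, went from 66 to 169 reads, a ratio of 2.70 (95% interval 2.02 to 3.64). miR-19b-3p, of the growth-promoting miR-17-92 cluster, went from 122 to 271 reads, a ratio of 2.34 (1.88 to 2.92). miR-222-3p, among the most abundant miRNA of these cells, had a ratio of 1.76 (1.76 to 1.77). On the lower side, miR-629-5p went from 1696 to 668 reads, a ratio of 0.415 (0.379 to 0.454), and miR-1307-5p from 117 to 41 reads, a ratio of 0.369 (0.252 to 0.531). At 12 h the intervals of miR-487b (1.11, 0.766 to 1.59) and miR-1307-5p (0.925, 0.694 to 1.23) included 1. Those of miR-19b-3p (ratio 1.66), miR-222-3p (1.52) and miR-629-5p (0.617) did not.
The miR-132 and miR-212 cluster, a target of the cAMP-responsive factor CREB, was higher at 6 h for 4 of 4 members, with a median ratio of 1.715. This lay at the 92.7th percentile of 10000 random lists matched for abundance. miR-132-3p of this cluster went from 19 to 36 reads, a ratio of 2.00 (1.11 to 3.68). The miR-17-92 cluster and its paralogs were higher for 9 of 13 members (median 1.27, 97.4th percentile). The neural and glioma miRNA were higher for 11 of 15 (median 1.181, percentile 93.2), and the let-7 family for 6 of 8 (median 1.089, 61.6th percentile). Of 33 miRNA of the cluster on 14q32, 24 were higher at 6 h (median 1.115, 67.4th percentile) and 28 at 12 h (median 1.27, 99.7th percentile). At 12 h the percentile was 85.5 for the miR-132 and miR-212 cluster (median 1.386), 71.8 for the miR-17-92 cluster and its paralogs (median 1.094), 54.0 for the neural and glioma miRNA (median 1.037) and 96.1 for the let-7 family (median 1.155). The random lists were drawn miRNA by miRNA and leave out any correlation between members of a cluster. The percentiles are thus not p-values, and high ones can come from members that vary together between single libraries. The percentiles do not depend on the library scale, and the numbers of higher miRNA do. Scaled to the sum of the listed miRNA, a count added after the values were seen, 4 of 4, 9 of 13, 8 of 15, 3 of 8 and 16 of 33 were higher at 6 h, in the order of the cAMP-responsive, miR-17-92, neural, let-7 and 14q32 lists, and 3 of 4, 4 of 13, 5 of 15, 3 of 8 and 20 of 33 at 12 h. Among the last, miR-485-3p went from 299 to 480 and 521 reads, ratios of 1.69 (1.46 to 1.96) and 2.12 (1.83 to 2.45).
Across all 524 miRNA, which are not independent replicates, Pearson's r of log2(RPM + 1) with 0 h was 0.991 at 6 h, 0.9935 at 12 h, 0.9883 at 24 h and 0.9848 at 48 h. Spearman's rho was 0.96 at 6 h and 0.939 at 48 h. At 24 h, well-covered miRNA had a median ratio of 0.483, with a lower share of reads in miRNA as a whole.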

As presented in Tables 1 and 2, 34upregulated and 18 downregulated miRNA were considered screening candidates.

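Past a ratio of 3 or under 0.3 at 6 h or 12 h, the deposited values gave 34 higher and 18 lower miRNA, and these were the miRNA of Tables 1 and 2. At 6 h, 26 were higher and 12 lower, and at 12 h, 21 and 9. Scaled to the sum of the listed miRNA, these were 17 and 15 at 6 h and 18 and 18 at 12 h, and with median ratio scaling 21 and 15 at 6 h and 21 and 16 at 12 h. miR-652-3p went from 11 to 41 reads at 6 h, a ratio of 3.92 (95% interval 1.98 to 8.47). It had 10 reads at 12 h, 9 at 24 h and 58 at 48 h. miR-655, of the cluster on 14q32, went from 10 to 31 and 27 reads, ratios of 3.26 (1.56 to 7.46) and 3.28 (1.54 to 7.6). miR-532-5p went from 150 to 25 and 17 reads, ratios of 0.18 (0.11 to 0.269) and 0.138 (0.0782 to 0.228). The interval lay beyond 1 for 14 of the higher and 7 of the lower miRNA, a criterion chosen after the values were seen. These miRNA were picked for extreme ratios in the same libraries, and the intervals are not adjusted for that choice. An interval that only just leaves out 1 is therefore weak evidence of a change. Of miRNA with at least 10 reads in 1 of the compared libraries, 11 were higher and 9 lower, and with at least 50 reads, 0 and 3. With 1 RPM added to both values, 0 were higher and 2 lower. The paper took the miRNA past these ratios as candidates for its screen with mimics and inhibitors, to determine whether miRNA take part in glial induction.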

**Table 1:** miRNA expression levels increased more than three‐fold in dbcAMP‐treated DBTRG cells.

miRNA	6 h	12 h
hsa‐miR‐3656	**4.21232123**	**4.86468647**
hsa‐miR‐487a	**7.37183718**	**10.9449945**
hsa‐miR‐191‐3p	**10.5324533**	**8.51265127**
hsa‐miR‐628‐5p	**5.26622662**	**4.86468647**
hsa‐miR‐139‐5p	**3.45993086**	1.38969202
hsa‐miR‐301b	**8.42574257**	1.21562156
hsa‐miR‐3065‐5p	**7.37183718**	**6.08030803**
hsa‐miR‐3613‐3p	**3.15951595**	1.21562156
hsa‐miR‐652‐3p	**3.92470753**	1.10538946
hsa‐miR‐887	**5.79262926**	**3.64851485**
hsa‐miR‐3929	**3.15951595**	1.21562156
hsa‐miR‐4647	**4.21232123**	**3.6479648**
hsa‐miR‐301a‐3p	**5.79262926**	**4.86468647**
hsa‐miR‐1256	**5.26622662**	1.21562156
hsa‐miR‐4659a‐3p	**4.21232123**	**4.86468647**
hsa‐miR‐3940‐3p	**3.68518009**	1.82375584
hsa‐miR‐497‐5p	**3.42205114**	**3.3434149**
hsa‐miR‐655	**3.2641883**	**3.28288605**
hsa‐miR‐570‐5p	**3.15951595**	1.21562156
hsa‐miR‐548ai	**3.15951595**	1.21562156
hsa‐miR‐212‐5p	**3.36955565**	1.21579411
hsa‐miR‐5584‐5p	**4.21232123**	**3.6479648**
hsa‐miR‐548an	**6.3190319**	1.21562156
hsa‐miR‐32‐5p	**4.73927393**	2.43234323
hsa‐miR‐616‐3p	**5.26622662**	**3.64851485**
hsa‐miR‐450b‐5p	**3.00864236**	2.08453803
hsa‐miR‐4525	1.05280528	**6.08030803**
hsa‐miR‐656	2.4563783	**3.24193548**
hsa‐miR‐766‐3p	1.05335534	**3.64851485**
hsa‐miR‐660‐3p	1.05280528	**3.6479648**
hsa‐miR‐431‐3p	1.57975798	**5.47249725**
hsa‐miR‐3129‐3p	1.05280528	**6.08030803**
hsa‐miR‐548s	2.10671067	**7.2970297**
hsa‐miR‐624‐5p	1.05335534	**4.25632563**

The significance items have been highlighted in Bold fonts.

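The higher miRNA of Table 1 were rare in these libraries. The most reads that any of them reached at 0, 6 or 12 h was 41, with a median of 7, and 23 of the 34 stayed under 10 reads. At 0 h, 19 had 1 read and 27 had 3 or fewer. miR-191-3p had the highest ratio at 6 h, 10.5 (95% interval 1.5 to 457), from 1 to 10 reads. miR-301a-3p, whose host gene is SKA2, went from 2 to 11 reads, a ratio of 5.79 (1.26 to 53.8). miR-139-5p went from 7 to 23 reads, a ratio of 3.46 (1.44 to 9.55), and had 8 reads at 12 h, 5 at 24 h and 46 at 48 h. miR-497-5p, of the miR-15/16 family, went from 4 to 13 reads, a ratio of 3.42 (1.06 to 14.4). miR-212-5p, of the cAMP-responsive cluster, went from 5 to 16 reads, a ratio of 3.37 (1.18 to 11.8), and had 5 reads at 12 h. miR-450b-5p went from 7 to 20 reads, a ratio of 3.01 (1.22 to 8.42). miR-548ai, with 1 and 3 reads, had a ratio of 3.16 whose interval, 0.254 to 166, included 1.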

**Table 2:** miRNA expression levels decreased by more than 70% in dbcAMP‐treated DBTRG cells.

miRNA	6 h	12 h
hsa‐miR‐4508	**0.26802784**	**0.22107347**
hsa‐miR‐331‐3p	**0.22563467**	0.42183677
hsa‐miR‐3662	**0.21051474**	1.21579411
hsa‐miR‐3065‐3p	**0.26312895**	1.51965906
hsa‐miR‐138‐1‐3p	**0.26312895**	0.91174045
hsa‐miR‐380‐5p	**0.26312895**	0.30382183
hsa‐miR‐187‐5p	**0.21051474**	0.48636164
hsa‐miR‐532‐5p	**0.17549365**	**0.13779779**
hsa‐miR‐1275	**0.21051474**	1.70215574
hsa‐miR‐4688	**0.10525737**	**0.12153542**
hsa‐miR‐362‐3p	**0.08096447**	0.37411168
hsa‐miR‐3614‐3p	**0.08096447**	0.46759729
hsa‐miR‐324‐5p	1.10836469	**0.19195369**
hsa‐miR‐3648	1.05297892	**0.20256645**
hsa‐miR‐24‐1‐5p	0.63176419	**0.24307083**
hsa‐miR‐4436b‐3p	0.42113946	**0.24318082**
hsa‐miR‐769‐3p	1.05301364	**0.24307083**
hsa‐miR‐490‐3p	1.26352838	**0.24318082**

The significance items have been highlighted in Bold fonts.

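Among the 18 lower miRNA of Table 2, miR-331-3p, miR-532-5p and miR-4508 were the 3 with at least 50 reads at 0, 6 or 12 h. miR-331-3p went from 196 reads at 0 h to 42 at 6 h, a ratio of 0.226 (95% interval 0.158 to 0.316), and had 228 reads at 48 h. miR-4508 went from 55 to 14 and 10 reads, ratios of 0.268 (0.138 to 0.489) and 0.221 (0.1 to 0.438), and had 122 reads at 48 h, a ratio of 2.24 (1.62 to 3.14). Of the others, 9 of the 18 stayed under 10 reads and 9 had 1 read at 6 h. miR-362-3p and miR-3614-3p each went from 13 to 1 read, a ratio of 0.081 (0.00191 to 0.539). miR-4688 went from 10 to 1 read, a ratio of 0.105 (0.00243 to 0.74). miR-324-5p had 19 reads at 0 h, 20 at 6 h and 3 at 12 h, a ratio of 0.192 (0.0364 to 0.652) at 12 h.
miR-1275 had 5 reads at 0 h, 1 at 6 h, 7 at 12 h, 1 at 24 h and 3 at 48 h. The sources used here do not say from which of the 4 places of its sequence in the assembly these reads were counted. Its ratio to 0 h was 0.21 (0.00445 to 1.88) at 6 h, 1.70 (0.465 to 6.8) at 12 h, 0.193 (0.00409 to 1.73) at 24 h and 0.607 (0.0943 to 3.12) at 48 h. A change of miR-1275 was not detectable at this depth at any of these times, since each interval included 1.

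**Figure D1:**
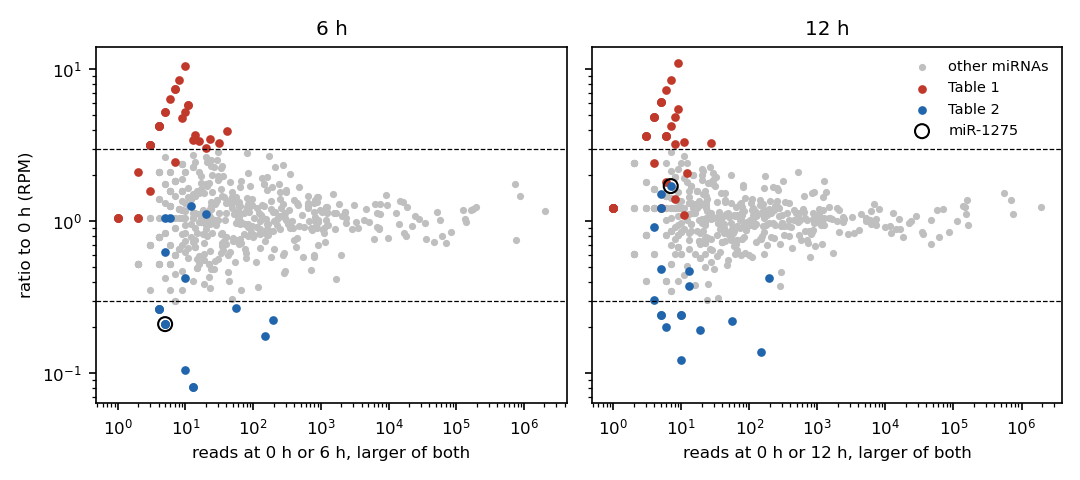
Ratio to 0 h of RPM (log axis) against the larger of the reads at 0 h and at that time (log axis) for each miRNA, at 6 h and at 12 h of dbcAMP. Red points are the miRNA of Table 1, blue points those of Table 2, grey points all others, the circle marks miR-1275, and dashed lines mark ratios of 3 and 0.3. No red point lies past 41 reads, and 3 blue points lie at 50 reads or more.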

### 3.2 Identification of miR‐1275 as a key regulator that contributes to proliferation inhibition and differentiation induction

To identify the differentially expressed miRNA (DEmiRs) critical for dbcAMP‐induced differentiation, we performed gain‐ or loss‐of‐function assays for 52 miRNA candidates in DBTRG‐05MG cells (Fig. 2A). In this screening assay, we assessed the contributions of every miRNA to differentiation induction by evaluating the effects of miRNA mimics or inhibitors on morphology, proliferation, and GFAP expression. Based on the screening strategy above, we first identified 21 of 52 DEmiRs whose mimics or inhibitors reversed the morphology alteration induced by dbcAMP. Through a second screening cycle, we finally identified miR‐1275, whose mimic successfully decreased both the proliferation inhibition and GFAP expression (Fig. 2B–E and Fig. S1A,B) caused by dbcAMP. We repeated the gain of miR‐1275 function assay for three times (Fig. S1C) and concluded that miR‐1275 mimics statistically abrogated increased expression of GFAP by dbcAMP (Fig. 2F). These data strongly indicate that miR‐1275 plays a critical role in dbcAMP‐induced glioma differentiation.

**Figure 2:**
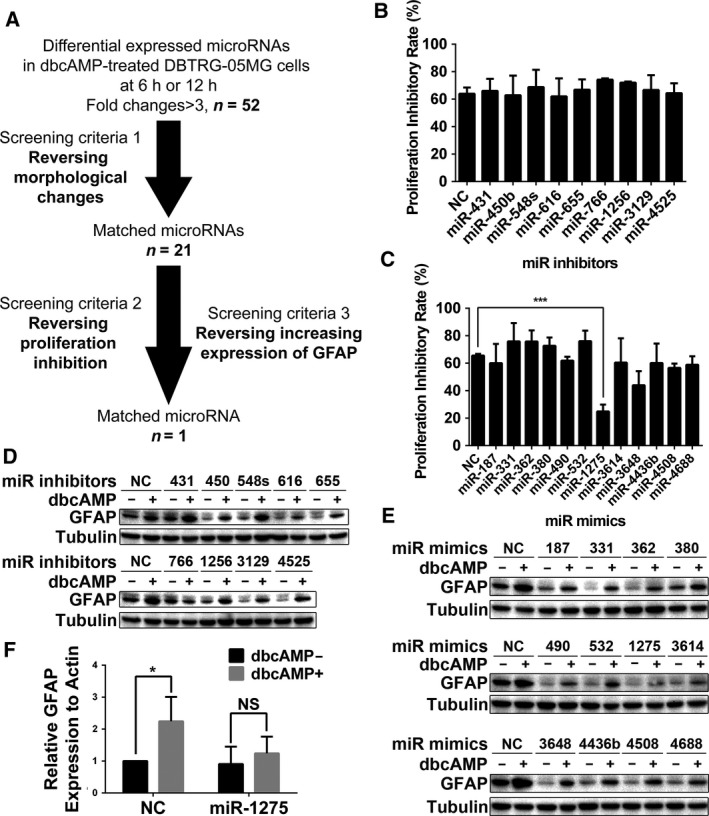
Identification of miR‐1275 as a key regulator that contributes to proliferation inhibition and differentiation induction. (A) Schematic diagrams of the miRNA found to be critical in dbcAMP‐induced GBM cell differentiation (left) and miRNA gain‐ and loss‐of‐function assays (right). (B) Quantification of proliferation inhibition rate of dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA inhibitors (*n* = 3). Error bars indicate SD. (C) Quantification of the proliferation inhibition rate of dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA mimics (*n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. ***, *P* < 0.001. (D) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA inhibitors. Tubulin was used as the loading control. (E) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA mimics. Tubulin was used as the loading control. (F) Quantification of western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miR‐1275 mimics (*n* = 3). Error bars indicate SD. Statistical analysis was performed with Student’s *t*‐test. *, *P* < 0.05.

### 3.3 miR‐1275 negatively regulates a set of genes involved in cell development and cell maturation

To elucidate the regulatory network of miR‐1275, we conducted a transcriptome assay of DBTRG‐05MG cells transduced with miR‐1275 mimic using RNA sequencing (RNA‐seq) experiments. 

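RNA of DBTRG‐05MG cells was sequenced in 4 groups of 3 libraries each, namely control, miR-1275 mimic, dbcAMP, and miR-1275 mimic plus dbcAMP. The sample labels give 48 h of treatment and 1 mM dbcAMP, and the paper's treatment scheme gives 72 h (day 3). The treatment labels describe the control as cells in culture medium, while the sample descriptions carry the prefix NC, which may stand for negative control. The paper calls it negative control cells (Fig. 3B) and cells treated with a negative control of the miRNA mimic (Fig. 3D). The deposited table holds 19502 genes in values read here as FPKM, without read counts, so the depth of the libraries is unknown. Neither the paper nor the table names the unit, and TPM over a larger set of transcripts is not excluded. The values of each library sum to 415627 to 434216, and 12140 to 12275 genes per library had at least 1 FPKM. The paper counted reads with HTSeq after alignment to hg19 with TopHat and tested genes with DESeq, and the submitters' processing notes name HISAT, Bowtie2, RSEM and hg38. Genes with at least 1 FPKM in at least 3 libraries, 12527 in all, were tested with limma on log2(FPKM + 1), with the 12 libraries in 1 model. For genes with low values, the added 1 FPKM makes the printed log2 fold changes smaller than the ratios of the FPKM. The gene sets of Fig. 3 were not available, so 27 lists written from general knowledge stand in for them and for cell types and pathways. Each of the 25 lists with at least 3 measured genes was compared with all other genes by camera of limma, with a preset correlation between genes of 0.01. Nothing in the labels or the paper says that the 3 libraries of a group came from separate cultures. The p-values therefore measure only the spread between these samples, which may be technical.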

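PCNA and MKI67, genes of proliferating cells, had log2 fold changes of −0.02 (standard error 0.254) and −0.11 (standard error 0.124) in cells with the miR-1275 mimic against control. GFAP mRNA was low in both groups, at 0.233 ± 0.025 FPKM (SD, n = 3) with the mimic and 0.277 ± 0.099 (SD, n = 3) in the control. The difference did not pass an exact two-sided permutation test (p = 0.9, where 0.1 is the smallest that 3 against 3 allow). EZH1 and EZH2, the catalytic subunits of PRC2, had log2 fold changes of 0.10 and 0.01, and KDM6B, a demethylase of H3K27, of −0.08. PRKACA and PRKACB, the catalytic subunits of PKA, stood at −0.07 and 0.04. PHF2, another histone demethylase, stood at −0.03, and CLDN11, a tight junction gene of oligodendrocytes, at −0.13. Each of these genes had an adjusted p of 1 from limma. Over all 12527 genes, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, and 151 (1.21%) had an unadjusted p under 0.05. With the replicate number as a block the counts were also 0 and 0, with 409 at an unadjusted p under 0.05. Both unadjusted counts lie below the share of 0.05 expected if no gene changed. On simulated data with this spread, the test recovered 96% of log2 changes of 1, 55.6% of changes of 0.5 and 16.8% of changes of 0.3. With the block it recovered 99.6%, 81.2% and 49.6% in that order.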

By performing GSEA of the transcriptome data, we determined the top 10 upregulated and downregulated pathways. As shown in Fig. 3A, mitochondrial and immunological related genes were upregulated in the miR‐1275 mimic group. 

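Genes of the respiratory chain and of the inner mitochondrial membrane were slightly higher as lists in the mimic group (adjusted p = 2.96e-06 and 9.31e-06 from camera). Neither list passed when the correlation was estimated from the data (adjusted p = 0.681 for both with an estimated correlation). Of 63 nuclear genes of the respiratory chain, 52 had positive log2 fold changes, with a median of 0.05. NDUFS4, a subunit of complex I, had 59.0 ± 5.54 FPKM (SD, n = 3) with the mimic and 52.5 ± 2.22 (SD, n = 3) in the control, a log2 fold change of 0.16 (standard error 0.071). NDUFB1 of the same complex stood at 0.17 and NDUFA2 at −0.07. Of 34 genes of ATP synthase and inner membrane complexes, 31 were positive, with a median of 0.06, and DNAJC19 of the protein import motor stood at 0.21 (standard error 0.073). Cytosolic tRNA synthetases and their scaffold proteins, which charge tRNA for translation, were positive for 21 of 23 genes (median 0.08), with EPRS at 0.15. Their adjusted p was 1.92e-05, and adjusted p = 0.681 with an estimated correlation.
Among the immunological lists, only the interferon-stimulated genes passed with the preset correlation, and the lists were not compared with each other. Of 43 interferon-stimulated genes, 29 were positive, with a median of 0.035 (adjusted p = 0.00222, and adjusted p = 0.681 with an estimated correlation). ISG15, a ubiquitin-like protein induced by interferon, had 27.3 ± 2.63 FPKM (SD, n = 3) with the mimic and 22.8 ± 1.88 (SD, n = 3) in the control, a log2 fold change of 0.25 (standard error 0.11). DDX58, a sensor of viral RNA, stood at 0.20. Of 15 genes of antigen presentation by MHC class I, 7 were positive (median −0.002, adjusted p = 0.947), with B2M at 0.03. Of 12 cytokines and chemokines, 4 were positive (median −0.06, adjusted p = 0.239). CCL5, a chemokine, had 2.60 ± 0.228 FPKM (SD, n = 3) with the mimic and 3.90 ± 0.329 (SD, n = 3) in the control, a log2 fold change of −0.44 (standard error 0.147).
No member of these lists passed the test, over all genes or adjusted over the list alone (0 and 0 genes in limma). Without mimic replicate 2, the adjusted p was 0.543 for the respiratory chain, 0.123 for the inner membrane complexes, 0.123 for the tRNA synthetases and 0.543 for the interferon-stimulated genes, the last then lower. Without control replicate 3 it was 0.0506 for the respiratory chain and 0.235 for the interferon-stimulated genes.

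**Figure D2:**
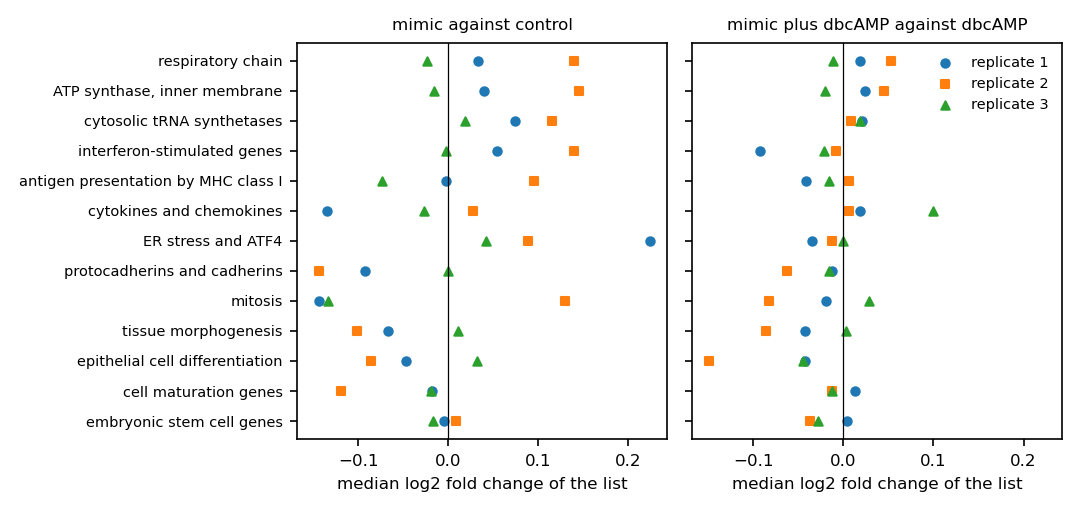
Median log2 fold change of 13 gene lists within each replicate number (1, 2 and 3), for miR-1275 mimic against control and for mimic plus dbcAMP against dbcAMP. Each point is the median over the measured genes of a list in 1 replicate. The respiratory chain stands at 0.03, 0.14 and −0.02 in replicates 1, 2 and 3 of mimic against control.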

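Protocadherins and cadherins, the molecules of homophilic cell adhesion, were lower as a list with the mimic (adjusted p = 1.41e-05 from camera, and adjusted p = 0.681 with an estimated correlation). Of 47 measured, 41 had negative log2 fold changes, with a median of −0.08. PCDHB11 had 0.917 ± 0.194 FPKM (SD, n = 3) with the mimic and 1.30 ± 0.017 (SD, n = 3) in the control, a log2 fold change of −0.27 (standard error 0.098), and PCDHGB1 stood at −0.28 (standard error 0.11). At the level of PCDHB11 the 1 FPKM added before the log makes the fold change smaller than the ratio of the means. Genes of mitosis were negative for 41 of 50, with a median of −0.06 (adjusted p = 0.021, and adjusted p = 0.984 with an estimated correlation). Within replicates 1, 2 and 3 their median was −0.143, 0.129 and −0.133, so the direction was the opposite in replicate 2. ASPM, a protein of the spindle poles, stood at −0.17 and CENPA, the histone of centromeres, at −0.15. Signalling genes and transcription factors of tissue morphogenesis and development were negative for 30 of 41, with a median of −0.06. Among them NOTCH2, a Notch receptor, had 9.74 ± 0.891 FPKM (SD, n = 3) with the mimic and 11.0 ± 0.588 (SD, n = 3) in the control, a log2 fold change of −0.16 (standard error 0.074). Of 21 regulators of epithelial cell differentiation, 14 were negative (median −0.03), with BMPR2, a BMP receptor, at −0.10 and PAX8, a transcription factor of kidney and thyroid, at −0.13.
Morphogenesis and development did not pass (adjusted p = 0.115) and did with the replicate number as a block (adjusted p = 0.0355, and adjusted p = 0.924 with the block and an estimated correlation). The blocked call was lost when a trend with gene length and GC content was removed (adjusted p = 0.0833, median −0.03), an alternative chosen after the values were seen. Epithelial differentiation did not pass (adjusted p = 0.571). No single member of these lists passed limma's test, also adjusted over the list alone (0 genes). Without mimic replicate 2 the adjusted p of the protocadherins was 0.0902. Without control replicate 1 the mitosis genes were higher (adjusted p = 0.0183), and the adjusted p was 0.00949 for morphogenesis and 0.014 for epithelial differentiation. Without mimic replicate 3 these were 0.000712 and 0.0421, and mitosis was higher at 0.481. The fits with 1 library left out had no block and unequal replicate numbers between the groups, so differences between replicates can enter these values.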

As expected, several gene sets related to tissue morphogenesis, development, and cell differentiation were downregulated in miR‐1275‐transduced GBM cells (Fig. 3B). By analyzing enrichment plots, we observed that miR‐1275 significantly upregulated cancer‐related and embryonic stem cell‐related gene sets (Fig. 3C) but downregulated gene sets related to cell type differentiation and maturation (Fig. 3D). 

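Genes of pluripotent stem cells went both ways between the mimic group and the control. Of 21 measured, 9 had positive and 12 negative log2 fold changes, with a median of −0.007 (adjusted p = 0.947 from camera). Within replicates 1, 2 and 3 the median was −0.005, 0.009 and −0.017. Genes of cell maturation were negative for 20 of 27, with a median of −0.04, and did not pass the test (adjusted p = 0.22). Within the replicates their median was −0.02, −0.12 and −0.02. The adjusted p of the maturation list was 0.0331 without control replicate 1 and 0.0138 without mimic replicate 3, in fits without a block that leave the replicate numbers unequal between the groups.
Among markers of differentiated cell types, 17 astrocyte markers were measured, of which 8 were positive and 9 negative, with a median of −0.01 (adjusted p = 0.99), and the test placed the list on the higher side. Of 9 neuronal markers, 8 were positive (median 0.03, adjusted p = 0.221), and the list was higher with the replicate number as a block (adjusted p = 0.0395, and adjusted p = 0.804 with the block and an estimated correlation). After removal of the trend with gene length and GC content the adjusted p was 0.0756, while the median was 0.06 and thus no smaller. Of 7 oligodendrocyte markers, 3 were positive (adjusted p = 0.985). Of 14 genes of glioma stem cells, 9 were positive, with a median of 0.015, and the test placed the list on the lower side (adjusted p = 0.947). The cancer-related set of Fig. 3C had no list here and was not tested.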

The heatmaps, showing the expression profile of embryonic stem cell‐related (Fig. 3E) and cell maturation‐related genes (Fig. 3F), further confirmed the inhibitory role of miR‐1275 in GBM cell differentiation.

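Among the embryonic stem cell genes, CCNC, a cyclin of the Mediator complex, had 17.0 ± 1.01 FPKM (SD, n = 3) with the mimic and 15.4 ± 1.63 (SD, n = 3) in the control, a log2 fold change of 0.14 (standard error 0.101). NPM1, a nucleolar protein, had 426 ± 27.1 FPKM (SD, n = 3) and 405.4 ± 22.2 (SD, n = 3), a log2 fold change of 0.07 (standard error 0.061). On the lower side, SFRP2, a secreted inhibitor of Wnt signalling, stood at −0.14 (standard error 0.111), with 2.52 ± 0.395 FPKM (SD, n = 3) with the mimic and 2.86 ± 0.361 (SD, n = 3) in the control.
Among the cell maturation genes, HOXB13, a homeobox factor, had 3.53 ± 0.245 FPKM (SD, n = 3) with the mimic and 3.94 ± 0.052 (SD, n = 3) in the control. RUNX2, the factor of osteoblast maturation, had 5.85 ± 0.34 and 6.43 ± 0.346 FPKM (SD, n = 3), a log2 fold change of −0.12 (standard error 0.08). MERTK, a phagocytic receptor kinase, stood at 0.08 (standard error 0.166). Each of these genes had an adjusted p of 1 from limma. The paper reads the heatmaps as further evidence that miR-1275 has an inhibitory role in GBM cell differentiation. Its other evidence, not examined here, includes the screen with mimics and inhibitors (Fig. 2) and the GFAP blots and reporter assays (Fig. 4).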

**Figure 3:**
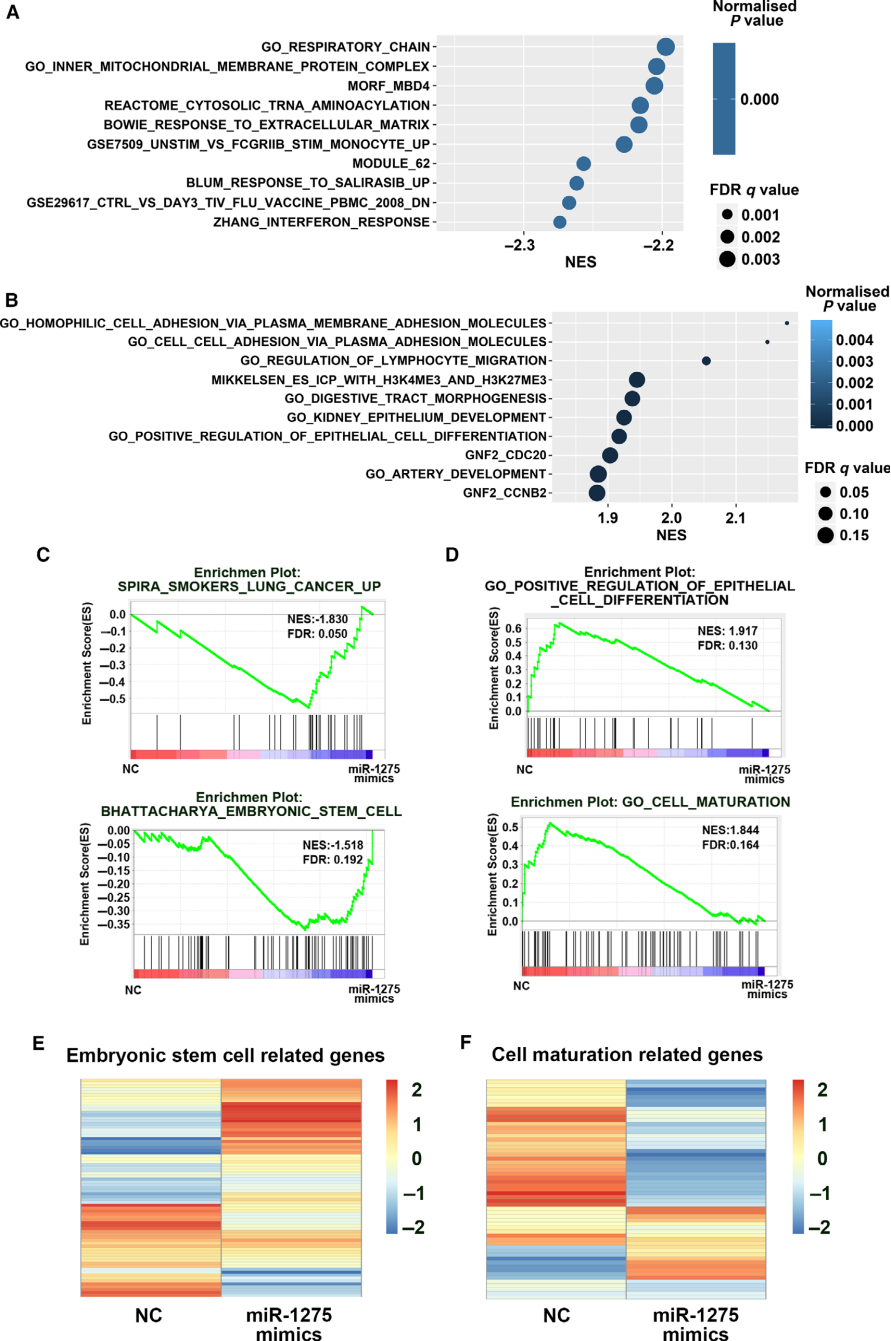
miR‐1275 negatively regulates a set of genes involved in cell development and cell maturation. (A) GSEA of transcriptome data performed by comparing DBTRG‐05MG cells transfected with miR‐1275 mimic with control cells. The top 10 most enriched upregulated pathways are listed. Normalized enrichment scores are shown in the bar chart. (B) GSEA of transcriptome data performed by comparing DBTRG‐05MG cells transfected with miR‐1275 mimic with the negative control cells. The top 10 most enriched downregulated pathways are listed. Normalized enrichment scores are shown in the bar chart. (C) GSEA enrichment plots of genes ranked based on miR‐1275 mimic‐treated versus SPIRA_SMOKERS_LUNG_CANCER_UP and BHATTACHARYA_EMBRYONIC_STEM_CELL gene sets. (D) GSEA enrichment plots of genes ranked based on miRNA mimic NC‐treated versus GO_POSITIVE_REGULATION_OF_ EPITHELIAL_CELL_DIFFERENTIATION and GO_CELL_MATURATION gene sets. (E) Heatmap of the expression level of embryonic stem cell genes. High expression is shown in red, and low expression is shown in blue. (F) Heatmap of the expression level of cell maturation. High expression is shown in red, and low expression is shown in blue.

### 3.4 Negative contribution of miR‐1275 to GFAP expression through direct targeting of mRNA

The regulatory molecule responsible for the GFAP expression upregulation in glial induction of GBM cells induced by cAMP signal activators has not been identified. In this study, we obtained evidence of an inverse correlation between miR‐1275 and GFAP expression. Therefore, we sought to further confirm whether miR‐1275 directly regulates GFAP expression.

As shown in Fig. 4A,B, a miR‐1275 mimic reversed GFAP expression induced by dbcAMP, while a miR‐1275 inhibitor upregulated expression of GFAP similar to dbcAMP. Furthermore, through sequence blasting, we determined that the 3′‐UTR of GFAP contains a predicted binding site for miR‐1275. To validate the regulatory activity of miR‐1275 toward GFAP, we constructed luciferase plasmids with wild‐type or mutant GFAP 3’‐UTR sequences and transferred them into DBTRG‐05MG cells together with the miR‐1275 mimic (Fig. 4C). As shown in Fig. 4D, the miR‐1275 mimic reduced the luciferase activity of DBTRG‐05MG cells containing the wild‐type luciferase plasmid by 40% while having no impact on cells containing the mutant plasmid. In addition, dbcAMP enhanced the luciferase signal, which was abolished by the miR‐1275 mimic (Fig. 4E). Taken together, these data suggest that GFAP is a direct targof miR‐1275.

**Figure 4:**
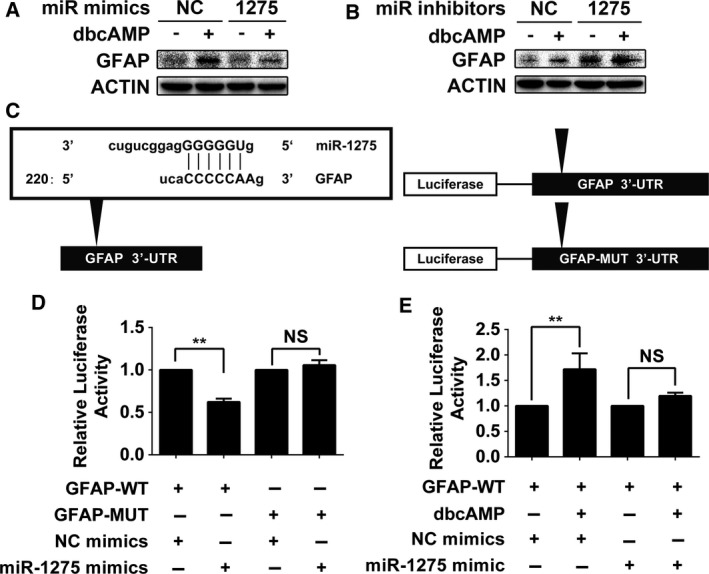
Negative contribution of miR‐1275 to GFAP expression by targeting the 3′‐UTR. (A) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miR‐1275 mimic. β‐Actin was used as the loading control. (B) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miR‐1275 inhibitor. β‐Actin was used as the loading control. (C) Left panel: the predicted binding site of miR‐1275 in the GFAP 3′‐UTR is indicated (arrowhead). The complementary sequences between GFAP and miR‐1275 are indicated above the arrowheads. The nucleotide position of the targsite is indicated relative to the position of the GFAP stop codon (the first nucleotide after the stop codon of GFAP is defined as 1). Right panel: schemes for the reporter vectors; the wild‐type GFAP 3′‐UTR sequence (upper) and mutant GFAP 3′‐UTR sequence (lower) are shown. Black triangles indicate predicted miR‐1275 binding sites within the 3′‐UTR of the GFAP gene. (D) Luciferase reporter assays with the GFAP‐3′‐UTR reporter vector and miRNA fragments in DBTRG‐05MG cells. The luciferase values are relative to the Renilla luciferase activity (*n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. **, *P* < 0.01. NS, not significant. (E) Luciferase reporter assays with the wild‐type GFAP‐3’‐UTR reporter vector and miRNA fragments in dbcAMP‐treated DBTRG‐05MG cells. The luciferase values are relative to the Renilla luciferase activity (*n* = 3). Statistical analysis was performed with one‐way ANOVA. Error bars indicate SD. **, *P* < 0.01. NS, not significant.

### 3.5 H3K27me3 downstream of PKA/PRC2 signaling mediates miR‐1275 downregulation

Protein kinase A is one of the typical kinases activated by cAMP, and thus, we used the PKA inhibitor KT5720 to test whether suppression of miR‐1275 expression is mediated by PKA activation. As shown in Fig. 5A–C, the expected decrease in both miR‐1275 expression and the number of EdU‐positive cells, as well as the expected increase in GFAP expression, was abolished by KT5720 in dbcAMP‐treated DBTRG‐05MG cells.

**Figure 5:**
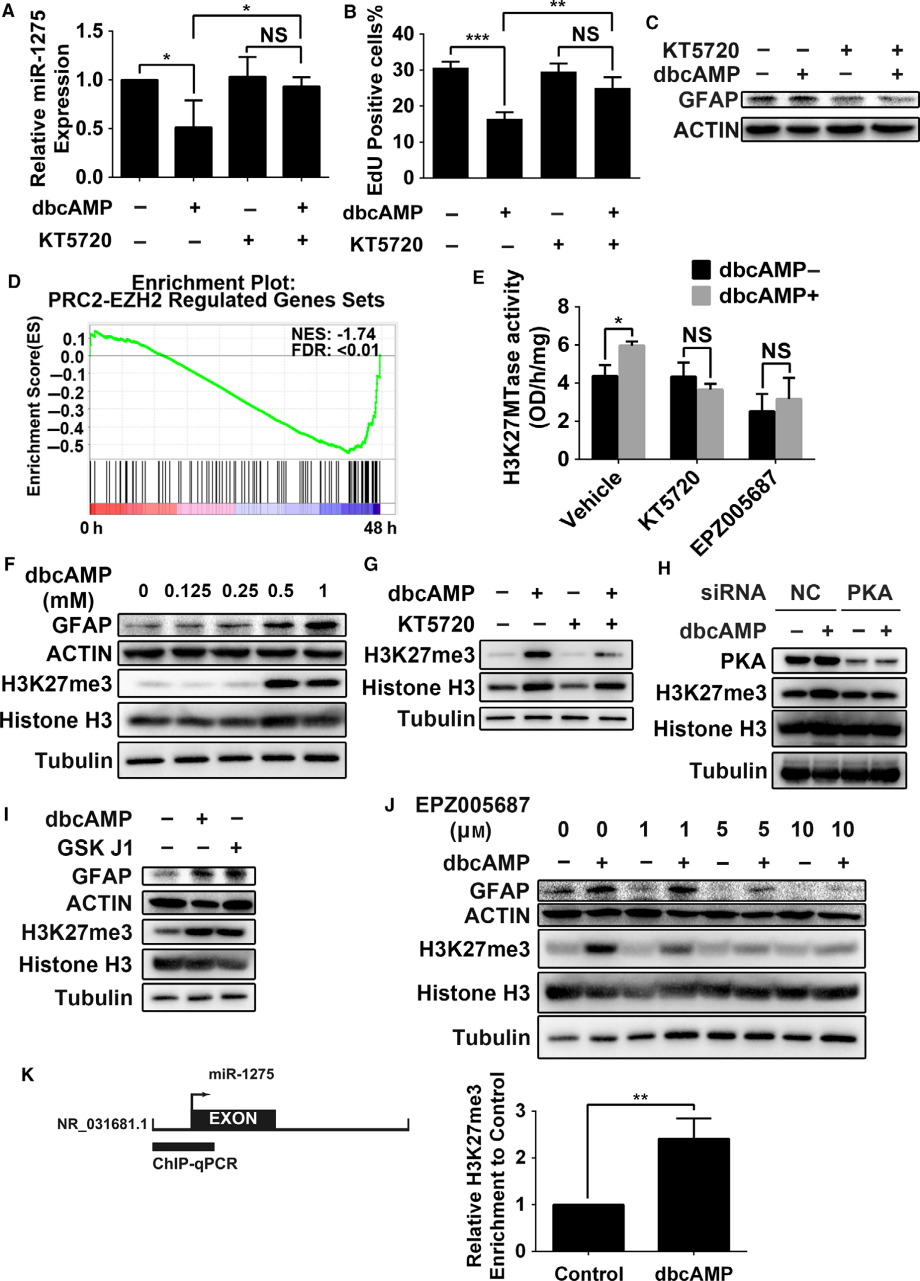
PRC2‐dependent H3K27me3 downstream of PKA mediates miR‐1275 downregulation. (A) The effects of KT5720 on miR‐1275 expression in dbcAMP‐treated DBTRG‐05MG cells (*n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. *, *P* < 0.05. NS, not significant. (B) The effects of the PKA inhibitor KT5720 on the proliferation rate of dbcAMP‐treated DBTRG‐05MG cells (*n* = 3). Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. **, *P* < 0.01; ***, *P* < 0.001. NS, not significant. (C) Western blot analysis of the effects of KT5720 on GFAP expression in dbcAMP‐treated DBTRG‐05MG cells. β‐actin was used as loading control. (D) GSEA enrichment plot of genes ranked based on dbcAMP‐induced differentiation versus the PRC2_EZH2_DN.V1_DN gene set. (E) Quantification of H3K27MTase activity in DBTRG‐05MG cells treated with 0.5 mm dbcAMP (*n* = 3), 10 μm KT5720, and 10 μm EPZ005687 for 3 days. Error bars indicate SD. Statistical analysis was performed with one‐way ANOVA. *, *P* < 0.05. NS, not significant. (F) Western blot analysis of GFAP and H3K27me3 in DBTRG‐05MG cells treated with different doses of dbcAMP for 3 days. β‐Actin and histone H3 were used as the loading controls. (G) Western blot analysis of H3K27me3 in DBTRG‐05MG cells treated with 0.5 mm dbcAMP and 10 μm KT5720 for 3 days. Histone H3 was used as the loading controls. (H) Western blot analysis of PKA and H3K27me3 in DBTRG‐05MG cells transfected with negative control siRNA (siNC) or siPKA and then treated with 0.5 mm dbcAMP for 3 days. Tubulin and histone H3 were used as the loading controls. (I) Western blot analysis of GFAP and H3K27me3 in DBTRG‐05MG cells treated with 0.5 mm dbcAMP or 10 μm GSK J1 for 3 days. β‐Actin and histone H3 were used as the loading controls. (J) Western blot analysis of GFAP and H3K27me3 in DBTRG‐05MG cells treated with 0.5 mm dbcAMP and different doses of EPZ005687 for 3 days. β‐Actin and histone H3 were used as the loading controls. (K) A diagrammatic representation of the pri‐miR‐1275 promoter is shown (left panel). The transcription start site (arrow) and location of pri‐miR‐1275 (black box) are indicated. Thick bars represent the region analyzed by ChIP‐PCR. The H3K27me3 status in the pri‐miR‐1275 promoter region before and after dbcAMP exposure is shown (right panel, *n* = 3). Statistical analysis was performed with Student’s *t*‐test. Error bars indicate SD. **, *P* < 0.01.

To gain further mechanistic insight into signals downstream of PKA, we performed GSEA focusing on changes in epigenetic‐related proteins from Molecular Signatures Database. Surprisingly, upregulation of the PRC2_EZH2_DN.V1_DN gene swas observed during the dbcAMP‐induced differentiation of DBTRG‐05MG cells, indicating that the PRC2 signal pathway was activated (Fig. 5D). PRC2, a kind of polycomb repressive complex containing the enzymatic subunit enhancer of zeste 1 (EZH1) or EZH2, has histone methyltransferase activity and primarily trimethylates histone H3 on lysine 27 (H3K27me3) (Boyer *al.*, 2006; Cao *al.*, 2002). To gain further insight into the relation between the cAMP/PKA pathway and PRC2, we measured the enzymatic activity of H3K27 methyltransferase (H3K27MTase) during exposure to dbcAMP, KT5720 inhibiting PKA, or EPZ005687 inhibiting EZH1/2. The results showed that dbcAMP increased the activity of H3K27MTase and that inhibiting either PKA or EZH1/2 abrogated the H3K27MTase activation induced by dbcAMP (Fig. 5E), suggesting that PRC2 activation is mediated by PKA.

Next, we tested the expression level of H3K27me3 in dbcAMP‐treated DBTRG‐05MG cells, and significant upregulation was observed (Fig. 5F). Moreover, dbcAMP‐induced upregulation of H3K27me3 was abolished by either of PKA‐specific inhibitor KT5720 or knocking down PKA with specific siRNA fragments (Fig. 5G,H). Furthermore, to clarify whether enhanced H3K27me3 contributes to glial induction of GBM cells, we applied the selective H3K27me3 histone demethylase inhibitor GSK J1 and the selective EZH1/2 inhibitor EPZ005687. GSK J1 induced increases in H3K27me3 and GFAP, in agreement with the data showing the effects of dbcAMP (Fig. 5I). Conversely, EPZ005687 abolished the increase in GFAP expression induced by dbcAMP (Fig. 5J). These results indicate that activation of the PKA/PRC2/H3K27me3 signaling pathway mediates glial induction of DBTRG‐05MG cells.

To further clarify whether miR‐1275 expression is directly regulated by PRC2 ‐dependent H3K27me3, we performed a ChIP‐qPCR assay. In response to dbcAMP treatment, enrichment of repressive H3K27me3 marks in the promoter region of pri‐miR‐1275 was increased more than twofold compared with the control, indicating that miR‐1275 transcription is suppressed through an epigenetic mechanism in dbcAMP‐treated GBM cells (Fig. 5K).

Taken together, these data indicate that cAMP/PKA signaling activates PRC2, which in turn increases H3K27me3 and decreases miR‐1275 expression.

### 3.6 miR‐1275 downregulation is involved in dbcAMP‐induced differentiation in human GBM cells derived patient and xenografts derived from GSCs

To further confirm the clinical potential of cAMP activators as drug candidates and miR‐1275 as a targfor therapy‐induced differentiation of human GBM, we tested the effects of dbcAMP on differentiation and examined the expression of miR‐1275 in primary cultured human glioma cells. As shown in Fig. 6A, dbcAMP prompted primary GBM cells to produce more GFAP, indicating a pro‐differentiation effect of cAMP signaling activation in primary cultures from four different clinical glioma tissues. Meanwhile, quantitative RT‐PCR data revealed that dbcAMP reduced miR‐1275 expression (Fig. 6B). Moreover, transfection of primary cultured glioma cells with the miR‐1275 mimic prevented dbcAMP‐induced upregulation of GFAP (Fig. 6C). Thus, these results suggest a pivotal role for miR‐1275 in cAMP enhancer‐induced primary GBM cell differentiation.

**Figure 6:**
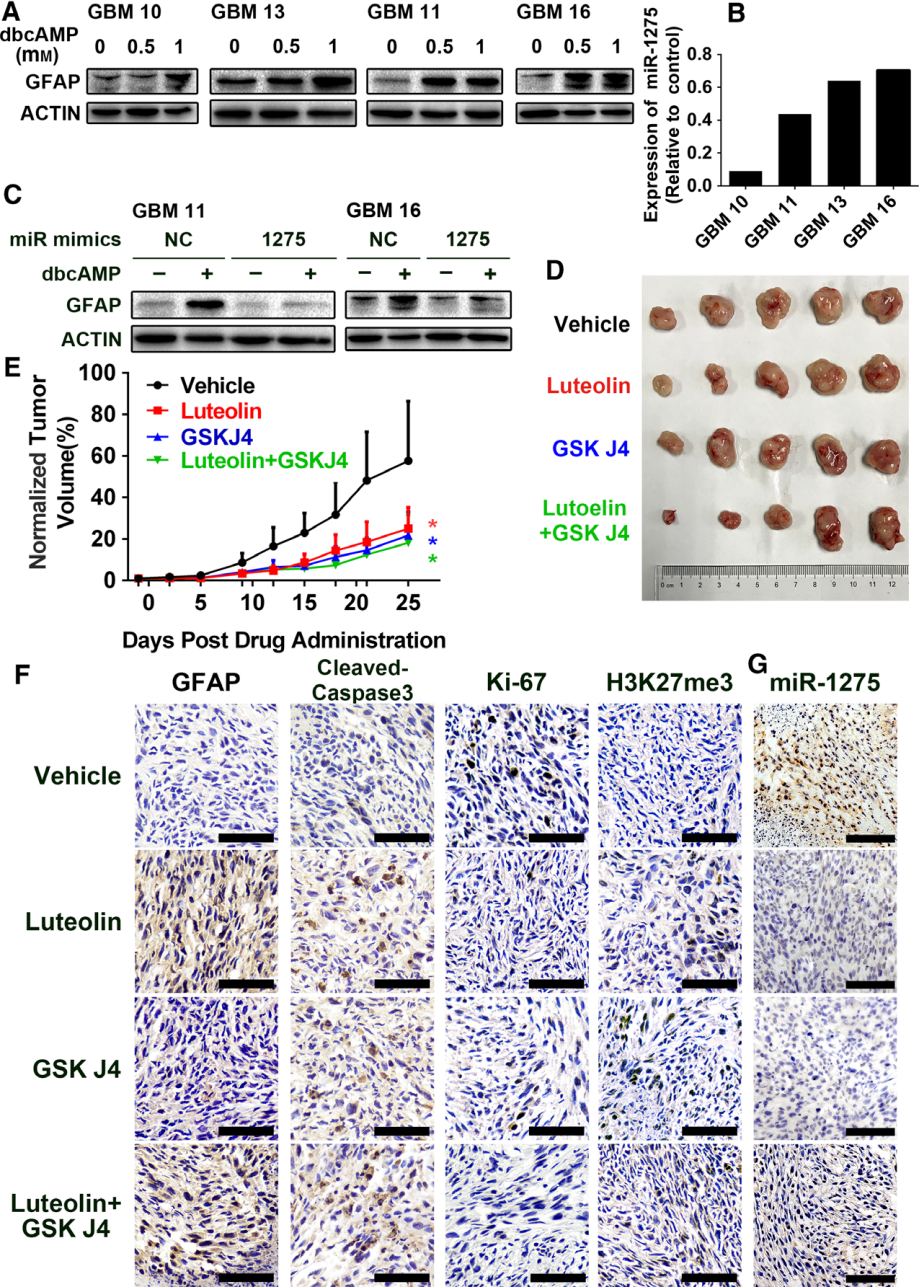
miR‐1275 downregulation is involved in dbcAMP‐induced differentiation in human GBM cells derived patient and xenografts derived from GSCs. (A) Effects of dbcAMP on GFAP expression in primary cultured human GBM cells. Cells were treated with 1 mm dbcAMP for 3 days, and β‐actin was used as the loading control. (B) Effects of dbcAMP on miR‐1275 expression in primary cultured human GBM cells. Cells were treated with 1 mm dbcAMP for 3 days. (C) Western blot analysis of GFAP in dbcAMP‐treated primary cultured human GBM cells transfected with miR‐1275 mimic. β‐Actin was used as the loading control. (D) Nu/nu mice were subcutaneously inoculated with patient‐derived GSCs (*n* = 5 per group). Seven days after inoculation, mice were intraperitoneally treated with vehicle, luteolin (20 mg·kg^−1^·day^−1^), GSK J4 (100 mg·kg^−1^·day^−1^), or combination of luteolin and GSK J4; 30 days after inoculation, the tumor‐bearing mice were sacrificed and tumor from each group was photographed. (E) The tumor volume (means ± SDs) was recorded every other day after inoculation. Statistical analysis was performed with repeated‐measure ANOVA. *, *P* < 0.05. (F) Tumor from the mice were subjected to immunohistochemistry to evaluate the expression of GFAP, cleaved caspase 3, Ki‐67, and H3K27me3. Scale bar, 100 μm. (G) ISH was performed on tumor from mice xenograft model to evaluate expression of miR‐1275. Scale bar, 100 μm.

Next, to evaluate the antitumor and pro‐differentiation efficacy of cAMP elevator luteolin targeting PDE and H3K27me3 elevator GSK J4 targeting H3K27 methyltransferase, we engineered a subcutaneously xenografts in nude mice using patient‐derived GSCs. In tumor‐bearing mice, we intraperitoneally administrated luteolin which elevates endogenous cAMP level via inhibiting phosphodiesterase with a high liposolubility and bioactivity in a dose of 20 mg·kg^−1^ once per day, and/or GSK J4 which is the prodrug of GSK J1 in a dose of 100 mg·kg^−1^ once per day. As indicated by the tumor growth curves and tumor mass indices, luteolin alone, GSK J4 alone, and the combination suppressed tumor growth equally (Fig 6D,E). In addition, treatment with luteolin and/or GSK J4 decreased cell counts with Ki‐67‐positive signal and increased signals of GFAP, H3K27me3, and cleaved caspase 3 in GSCs xenografts (Fig. 6F). Moreover, reduced expression of miR‐1275 was also observed in either group (Fig. 6G). Taken together, our data revealed that luteolin elevating cAMP signals and GSK J4 elevating H3K27me3 levels have clinical potential in treating GBM by downregulating expression of miR‐1275.

## 4 Discussion

We found that miR‐1275 transcriptionally constrains the expression of the mature astrocyte marker GFAP and is negatively regulated by cAMP/PKA/PRC2/H3K27me3 signaling. Intriguingly, downregulation of miR‐1275 accounts for the glial induction of GBM cells. Our findings suggest that miR‐1275, downstream of histone methylation, functions as a pivotal regulator for maintaining the malignant phenotype of GBM cells.

MicroRNA are important epigenetic regulatory effectors that regulate gene expression in many biological processes by blocking translation of specific mRNA, and their dysregulation has been found to participate in a series of cancers (Stefani and Slack, 2008). In our study, we found that dbcAMP‐induced GBM differentiation led to decreased miR‐1275 expression, which suppressed GFAP expression by binding its 3′‐UTR, revealing a new epigenetic regulation mechanism for GFAP. Moreover, transcriptomics data revealed that miR‐1275 regulates a set of genes involved in cell development, maturation, and histone methylation. Our data strongly support the idea that miR‐1275 is closely related to the dedifferentiated state of GBM cells and may function as an onco‐miRNA in the carcinogenesis process. Intriguingly, in the GSCs differentiation process, repression of miR‐1275 has been found to cause increased expression of the oligodendroglial lineage marker CLDN11 (Katsushima *al.*, 2012). In two different cell contexts, GBM cells, and GSCs, miR‐1275 plays a negative role in cell differentiation induction by blocking the expression of maturation‐related genes; thus, its loss is leads to phenotype transformation.

In addition to genetic aberrations, abnormalities in epigenetic regulators, including the histone methyltransferase PRC2 and its substrate H3K27me3, also contribute to GBM. EZH2, enzymatic subunit of PRC2, has been reported to be overexpressed in GBM (Li *al.*, 2013; Suva *al.*, 2009) and is often correlated with metastasis and poor prognosis (Chase and Cross, 2011; Simon and Lange, 2008), suggesting that EZH2 may act as an oncogene, and that targeting EZH2 can be a potential therapeutic approach for pediatric gliomas (Mohammad *al.*, 2017). Interestingly, loss‐of‐function EZH2 mutations can also promote cancer in a context‐dependent manner (Morin *al.*, 2010; Simon *al.*, 2012) and prolonged inhibition of EZH2 in GBM causes a cell fate switch toward a more undifferentiated and proliferative state, which results in tumor progression(de Vries *al.*, 2015). Moreover, recent studies have suggested that the H3K27 methylation (H3K27M) mutation plays an important role in the pathogenesis of GBM (Khuong‐Quang *al.*, 2012; Schwartzentruber *al.*, 2012; Wu *al.*, 2012). H3K27me3 is widely believed to be associated with gene silencing (Boyer *al.*, 2006; Lee *al.*, 2006; Roh *al.*, 2006). In our study, GBM cells exposed to the treatment drug displayed an increase in PRC2 activity and elevation of H3K27me3, mediating subsequent downregulation of miR‐1275 and glial differentiation via epigenetic mechanism. All these results strongly indicate an important role of PRC2/H3K27M epigenetic regulation in GBM.

Protein kinase A can phosphorylate a large number of substrates in the cytoplasm and nucleus (Shabb, 2001). Recent studies have reported that activation of cAMP‐dependent PKA initiates mesenchymal‐to‐epithelial transformation by phosphorylating PHF2, a histone demethylase for histone H3 at lysine 9 (H3K9) (Pattabiraman *al.*, 2016). In our study, we identified another histone methyltransferase, PRC2 containing EZH1/2, as a PKA substrate. These results indicate that PKA positively modulates the activities of multiple epigenetic enzymes, which provides a rational explanation for the differentiation‐inducing property of the cAMP/PKA signal activator.

Glioblastoma is one of the deadliest and most refractory cancer types among cancers of the CNS, and therapeutic strategies aimed at prolonging overall survival are under current investigation. Our data suggest that the cAMP/PKA pathway is a promising targpathway for GBM therapeutics (Li *al.*, 2007; Shu *al.*, 2012). Activation of cAMP signaling can decrease glioma cell proliferation, induce glial transformation of glioma cells, and inhibit the growth of brain tumor xenografts (Goldhoff *al.*, 2008; Yang *al.*, 2007). In this study, we further clarified that miR‐1275 inhibitors cause proliferation inhibition and glial differentiation in GBM cells. Importantly, we found that glioma‐bearing nude mice treated with Luteolin and GSK J4, the prodrug of GSK J1, manifested slower tumor growth relative to mice treated with vehicle. These data were in strong agreement with the data, showing that JMJD3 inhibition to increase H3K27 methylation by applying GSK J4 exhibited potent antitumor activity against pediatric brainstem glioma (Hashizume *al.*, 2014). These results provided laboratory evidence that the application of cAMP activators, miR‐1275 antagonists, and H3K27me3 enhancers may be beneficial in differentiation therapy for malignant glioma. Thus, the cAMP/PKA/PRC2/H3K27me3 pathway has promising potential for the development of differentiation‐inducing therapeutic targets for GBM.

## 5 Conclusion

In summary, we found that the expression of the mature astrocyte marker GFAP is transcriptionally suppressed by miR‐1275, which is negatively regulated by cAMP/PKA/PRC2/H3K27me3 signaling. Moreover, downregulation of miR‐1275 contributes to the glial induction of GBM cells. Our results showed that epigenetic inhibition of miR‐1275 by the cAMP/PKA/PRC2/H3K27me3 pathway mediates glial induction of GBM cells.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

JM, JG, and YLiu designed and performed the experiments and analyzed the data. ZC performed experiments of culture of primary patient‐derived GBM cells and GSCs. XL performed the transcriptome and proteome data analysis. WZ and JL conceived the study and participated in the experimental design and in the analysis and interpretation of data. KS, XY, WL, JW, CG, SS, FX, LS, BL, ZZ, HS, DX, YLin, JC, YT, CL, WY, LC, YO, PQ, XS, and GY contributed to data acquisition, interpretation, and data assembly. JM, WZ, and JL edited the manuscript. JM, JG, and YLiu contributed equally to this work.

## Supporting information

**Fig. S1.** Verification of miR‐1275 as a key regulator that contributes to differentiation induction. (A) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA inhibitors. Tubulin was used as the loading control. (B) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miRNA mimics. Tubulin was used as the loading control. (C) Western blot analysis of GFAP in dbcAMP‐treated DBTRG‐05MG cells transfected with miR‐1275 mimic. β‐Actin was used as the loading control. Click here for additional data file.

## Data Availability

The accession number for the raw read data of RNA‐seq reported in this paper is GEO: GSE89745 and GSE119161.

How the deposited data were processed for this re-analysis (not part of the article)

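The deposited data cover 2 experiments on DBTRG‐05MG cells. The first is a time course of small RNA with 1 library at each of 0, 6, 12, 24 and 48 h of 1 mM dbcAMP. The second is RNA‐seq of 4 groups of 3 libraries, namely control, miR-1275 mimic, dbcAMP, and miR-1275 mimic plus dbcAMP. The number of deposited sample columns left out was 0.

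The authors deposited the small RNA values as RPM (reads scaled to a fixed library total) and the RNA‐seq values as FPKM with 2 decimals. Neither unit is named with the values. RPM was read from the steps between values, which are 1 read scaled to the library total, and FPKM from the sums of the columns and from RSEM among the submitters' tools. The submitters' processing notes name HISAT, Bowtie2 and RSEM and the builds hg38 and GRCh38. The paper names TopHat, hg19, HTSeq and DESeq, and the removal of genes under 2 RPM. The processing of the small RNA reads and the miRBase release are not given in the sources used here. The small RNA values include no correction for depth other than the library total.

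For small RNA, the reads of each miRNA were recovered as the value divided by the RPM of 1 read in its library, rounded. The RPM of 1 read was fitted to the values under 500 reads, starting from the smallest value. The implied totals were 10999000 reads at 0 h, 10445000 at 6 h, 9046000 at 12 h, 11372000 at 24 h and 10873000 at 48 h. The recovery was tested on simulated data and returned the exact reads for 100% of miRNA with under 500 reads. It was not tested for miRNA with more reads. Ratios to 0 h were taken from the RPM as deposited. A ratio above 3 or below 0.3 at 6 h or 12 h was counted, after Tables 1 and 2. Counting intervals are exact 95% Clopper-Pearson intervals of the share of reads in the later library, turned into ratios with scipy 1.17.1. To measure what counting error alone gives, 2000 pairs of libraries were simulated with equal rates for each miRNA. In simulated libraries with 4-fold changes, the thresholds recovered 55.7% of changed miRNA under 10 reads and 83.5% of those with 10 reads or more, and 12.1% of unchanged miRNA under 10 reads passed. Correlations with 0 h used log2(RPM + 1). Median ratios of 5 miRNA lists (the miR-132 and miR-212 cluster, the miR-17-92 and paralogous clusters, the let-7 family, neural and glioma miRNA, and the cluster from miR-379 to miR-656 on 14q32) were compared with 10000 random lists matched for abundance in 10 groups.

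For RNA‐seq, 19502 genes were listed, of which 19141 were matched by Gene ID to the reference table. Symbols are those deposited, except for 27 that had been turned into calendar dates and 21 rows without one, which were named by Gene ID. Genes with at least 1 FPKM in at least 3 of the 12 libraries, 12527 in all, were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (moderated test with a trend, 1 coefficient per group, Benjamini-Hochberg adjustment over these genes). A gene or list passed at an adjusted p under 0.05. The comparisons were mimic against control, dbcAMP against control, mimic plus dbcAMP against dbcAMP, mimic plus dbcAMP against mimic, and the interaction of mimic and dbcAMP. GFAP lay below the filter and was tested over 18401 genes without it, with an exact permutation test beside. Read counts were not used here, so no depth or counting interval can be given. With this number of libraries, limma recovered 96% of simulated log2 changes of 1, 55.6% of those of 0.5 and 16.8% of those of 0.3, so small changes of single genes can be missed.

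The replicate numbers link libraries across groups. After removal of the group means, 18 of 18 pairs of libraries with the same number correlated above 0.1 (median r = 0.4675, lowest 0.323). These pairs share libraries and are not independent. The highest correlation between different numbers was −0.093, but removal of the means of 3 libraries itself pushes these to the negative side, so it adds no separate evidence. The replicate number was therefore also fitted as a block, as an alternative. In simulated data with replicate effects, the block recovered 49.6% of changes of 0.3 and 81.2% of changes of 0.5. Without it these were 16.8% and 55.6%. The block called 46 unchanged genes over 5 simulations of 12527 genes each, against 6 without it. The sources do not say what the numbers stand for.

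The 27 gene lists were the respiratory chain, ATP synthase and inner membrane complexes, mitochondrially encoded mRNAs, cytosolic tRNA synthetases, interferon-stimulated genes, antigen presentation by MHC class I, cytokines and chemokines, protocadherins and cadherins, mitosis, DNA replication, tissue morphogenesis and development, epithelial cell differentiation, embryonic stem cell genes, cell maturation genes, markers of astrocytes, of neurons, of oligodendrocytes and of immune and endothelial cells, glioma stem cell genes, cAMP-responsive genes, PRC2 and H3K27 demethylases, protein kinase A subunits, cholesterol synthesis, the stress response of the endoplasmic reticulum and ATF4, extracellular matrix and contractile genes, p53 targets, and reference genes. They were tested by camera of limma with a preset correlation of 0.01, two-sided, adjusted over the 25 lists with at least 3 measured genes. Camera with an estimated correlation, fry of limma, which does not compare a list with other genes, and preranked GSEA with fgsea 1.28.0 were run beside it. In simulated data, camera called a list of 50 genes shifted by a log2 value of 0.1 and called 0 of the lists without a shift. The simulated noise was independent between genes and the lists were drawn at random. The simulation therefore cannot show how often camera calls lists of correlated genes that have no shift.

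The lists, the comparisons, the filters and the rule for named genes were fixed before the data were examined. The rule took, for each comparison, the 6 genes with the largest change in each direction among those past the threshold with a mean of at least 5 FPKM and no overlap between groups, every gene the paper names, and for each list the 2 members with the smallest adjusted p in each direction. For miRNA it took those of Tables 1 and 2, miR-1275, the 10 with the largest ratio in each direction at 6 h among miRNA with at least 50 reads in a library, and members of the miRNA lists. The values in the paper's tables had been seen when the rule was written.

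Matches of 7 or 8 nucleotides to the seed of miR-1275 were searched in the annotated 3′ UTR of 12176 of the tested genes (97.2%) and compared with 41 control 7-mers of the same composition. Positions are on GRCh37. Alternatives were other scalings, values added before the log, filters, fits of 6 libraries, the replicate block, each library left out in turn, and for the gene lists and the seed matches the removal of a trend with gene length and GC content. DESeq2, edgeR with TMM or RLE factors and filters on counts need read counts and were not run. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.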

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

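The tests of the lower share of miRNA reads at 24 h, the removal of the trend with length and GC content from the gene lists, and the fits that leave out both libraries of a replicate number were chosen after the results were seen.

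The paper gives no gene counts for dbcAMP against control in this experiment. It describes effects of dbcAMP on mRNA (Fig. 1E, 5D) without naming the libraries. Relative to control, 3800 genes passed the threshold with dbcAMP (1924 higher and 1876 lower of 12527 tested, limma), with a median standard error of 0.092. In the presence of the mimic, dbcAMP changed 3979 genes (2011 higher and 1968 lower). In both comparisons the other splits of the 6 libraries gave at most 0 genes, and 10 splits are too few for a share under 0.05.

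The small shifts of gene lists with the miR-1275 mimic passed the threshold for 7 of 25 lists, and for 0 with an estimated correlation (adjusted p = 0.681 to 0.984). A trend of fold changes with gene length and GC content was argued against as the whole cause of these calls, since 7 of the 7 lists still passed after its removal with the preset correlation. A part is not excluded. The median of the respiratory chain went from 0.049 to 0.03 (adjusted p from 2.86e-06 to 0.000464 from camera), and that of the interferon-stimulated genes from 0.035 to 0.049. Of the 9 lists that passed with the replicate block, morphogenesis (0.0833, median from −0.056 to −0.029) and neuronal markers (0.0756, median from 0.034 to 0.057, so no smaller) then lost their call. Other splits of these 6 libraries called up to 14 lists, and those that part all 3 replicate numbers, as the real split does, up to 7, which points to structure among the samples, although 10 splits are too few for a share under 0.05. Without mimic replicate 2 there were 2 lists, without control replicate 1 there were 12 and without mimic replicate 3 there were 11, and with the block and without both libraries of replicate 2 there were 3. A difference between replicates, above all in mimic replicate 2, could give the call of the respiratory chain (0.033, 0.14 and −0.024 in replicates 1, 2 and 3). The tRNA synthetases (0.074, 0.115 and 0.019) and the ATF4 stress genes (0.224, 0.088 and 0.042) were above 0 in all 3, as were the neuronal markers (0.056, 0.079 and 0.025). Both called lists were picked after their calls, and 3 signs are too few to tell chance from an effect of the mimic, which stays open. With dbcAMP present, the medians were 0.021, 0.009 and 0.019 for the tRNA synthetases and −0.035, −0.012 and 0 for the ATF4 stress genes.

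Most miRNA past the ratios of 3 and 0.3 had few reads, and libraries simulated with equal rates gave up to 13 miRNA below 0.3 times 0 h at 6 h (upper limit of the 95% range, 12 observed) and up to 13 at 12 h (9 observed), so on the deposited scale counting error could account for the number of lower miRNA. With the values scaled to the sum of the listed miRNA or by median ratios, 15 and 15 were lower at 6 h and 18 and 16 at 12 h, and no range was simulated for those scalings, so whether counting error accounts for the lower miRNA there stays open. The simulated libraries gave up to 19 above 3 times 0 h at 6 h (26 observed) and up to 19 at 12 h (21 observed), while those scalings gave 17 and 21 at 6 h and 18 and 21 at 12 h. With 1 library per time, other differences between libraries and an effect of dbcAMP cannot be told apart there. The 3 lower miRNA with at least 50 reads, among them miR-532-5p, lie outside the range of counting error.

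The listed miRNA took 24.2% of the reads at 24 h and 29.2% at 48 h, against 48.3% at 0 h. Loss of a few abundant miRNA was argued against, since 222 miRNA with at least 50 reads at 0 h had a median ratio of 0.483 at 24 h. Of these, 84.7% lay between 0.3 and 0.8 times 0 h, in line with a shared factor such as more other small RNA or degraded RNA in the library. A fall of most miRNA in dbcAMP-treated cells and a library that differs in quality cannot be told apart, since each time has 1 library.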

How the results depend on the processing

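The counting interval as a criterion, the removal of the length and GC trend from the gene lists, the filter of 1 FPKM in every library and the fits that leave out both libraries of a replicate number were chosen after the data were seen. Of 1251 values recomputed under alternatives, 1095 were counted as unchanged. A test was so counted if both fits called it in the same direction, or if neither called it, whatever its direction. A count had to stay within 1.5 times, a correlation within 0.05, and a ratio of miR-1275 inside its counting interval. The counts of 0 genes for the mimic against control, 3800 for dbcAMP and 3979 for dbcAMP with the mimic stayed within 1.5 times of their value under other scalings, filters and added values, the block and each library left out, except that a log2 fold change of at least 1 left 311 and 302 genes. The block gave 5639 and 5845 genes in these, of which 2858 and 2967 were lower, more than 1.5 times the number without it. With the block, PCNA, EZH2, PRKACA and PRKACB with dbcAMP, and PCNA, EZH1, EZH2 and PRKACA with dbcAMP and the mimic, also passed. Of 116 calls the block changed these and that of morphogenesis and no other, and outside these it brought the neuronal markers with the mimic (0.0395) past the threshold, and single list members with dbcAMP, among them CD68 (0.049). DESeq2, edgeR with RLE or TMM factors, its default filter and a filter of 2 CPM in every library could not be run without read counts. The lack of counts and of replicate small RNA libraries limits what can be resolved. Except where fewer genes or libraries were used, the cause was not tested.

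In the mimic against control, the 7 gene lists past the threshold became 0 with an estimated correlation. Fry, which asks whether the genes of a list move on balance and does not compare them with other genes, called 0. The adjusted p with an estimated correlation was 0.681 for the respiratory chain, inner membrane complexes, tRNA synthetases, interferon-stimulated genes, protocadherins and ATF4 stress genes and 0.984 for mitosis, and 0.959 with fry for all 7. Mitosis had 0.0761 with no filter, and morphogenesis 0.0355 with the block.

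With the block and without replicate 2 of both groups, 3 lists passed, and the adjusted p was 0.862 for the respiratory chain, 0.238 for the inner membrane complexes, 0.887 for the interferon-stimulated genes and 0.124 for the protocadherins. Without replicate 1 of both groups it was 0.98 for mitosis and 0.0604 for ATF4 stress genes, and without replicate 3 it was 0.953 for mitosis and 0.00393 for morphogenesis.

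With 1 library left out, the adjusted p ran from 3.73e-18 to 0.543 for the respiratory chain, from 4.89e-10 to 0.123 for the inner membrane complexes, from 1.4e-05 to 0.123 for the tRNA synthetases, from 3.8e-06 to 0.543 for the interferon-stimulated genes, from 2.39e-06 to 0.0902 for the protocadherins, from 1.36e-07 to 0.481 for mitosis, from 6.68e-08 to 0.896 for the ATF4 stress genes, from 0.000712 to 0.947 for morphogenesis, from 0.014 to 0.901 for epithelial differentiation and from 0.0138 to 0.886 for maturation, and the number of lists from 2 to 12. Calls were lost without mimic replicate 2 (0.543 for the respiratory chain, the interferon-stimulated genes, which then turned lower, and the ATF4 stress genes, 0.123 for the inner membrane complexes and the tRNA synthetases, and 0.0902 for the protocadherins), without control replicate 1 (0.896 for the ATF4 stress genes) and without control replicate 3 (0.0506 for the respiratory chain, 0.235 for the interferon-stimulated genes). Mitosis turned higher without control replicate 1 (0.0183) and without mimic replicate 3 (0.481). Maturation passed without control replicate 1 (0.0331) and mimic replicate 3 (0.0138), as did epithelial differentiation (0.014 and 0.0421) and morphogenesis (0.00949 and 0.000712). None of these fits with 1 library left out had the block, so the unequal replicate numbers of the groups can enter the calls gained, lost or turned.

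For the mimic in the presence of dbcAMP, 1 gene passed in a fit of only the 6 libraries, and 0 to 1 with a library left out, as for the interaction (0 to 1). The shift of mRNAs with seed matches was −0.0107 with 8-nucleotide matches only, turned to 0.0026 without the length and GC trend, and ran from −0.0323 to −0.0008 with a library left out. It passed in the fit of all libraries by camera (p = 0.0233, and p = 0.107 with an estimated correlation) and did not without control replicate 2 (−0.0144), control replicate 3 (−0.0162), mimic replicate 1 (−0.0166) or mimic replicate 2 (−0.0008).

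Of the 52 miRNA past the ratios, 34 higher and 18 lower, 2 remained in number with 1 RPM added (0 higher, 2 lower), 0 with 10 RPM added, 20 with at least 10 reads (11 and 9), 3 with at least 50 reads (0 and 3) and 21 with a counting interval beyond 1 (14 and 7), and scaling changed them to 51 (24 and 27) and 56 (29 and 27).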

Differences from the paper's values

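The ratios to 0 h of the miRNA in Tables 1 and 2 and the numbers of 34 and 18 miRNA matched the paper's values, and no value of the paper differed by the criteria used. The following are directions and statements that the results do not share or do not settle, and no test here was chosen after the results were seen except where it is named as such.

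The paper states that embryonic stem cell-related genes were upregulated with the miR-1275 mimic (Fig. 3C, E). A list of 21 such genes had a median log2 fold change of −0.007 (adjusted p = 0.947 from camera), 9 positive and 12 negative, and no alternative called it. The list stands in for the set the paper used and is not that set.

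The paper states that sets of cell maturation and epithelial differentiation were downregulated (Fig. 3D, F). The maturation list was lower for 20 of 27 genes (median −0.04) and did not pass (adjusted p = 0.22). It passed without control replicate 1 (adjusted p = 0.0331) and without mimic replicate 3 (adjusted p = 0.0138). Those fits with 1 library left out had no block and unequal replicate numbers between the groups, so calls gained there can come from differences between replicates. The epithelial list did not pass (adjusted p = 0.571) and did without the same libraries (0.014 and 0.0421), with the same limit. The list of morphogenesis and development, which the paper also states as downregulated (Fig. 3B), had an adjusted p of 0.115. It passed with the replicate block (0.0355, and 0.924 with the block and an estimated correlation), without control replicate 1 (0.00949), without mimic replicate 3 (0.000712) and, in a fit chosen after the values were seen, with the block and without replicate 3 of both groups (0.00393). The paper's methods count corrected p-values under 0.05, and the FDR values printed in Fig. 3 for the embryonic stem cell set, the epithelial set and the maturation set lie above that.

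The paper states that immunological genes were upregulated (Fig. 3A). The interferon-stimulated genes were higher as a list (adjusted p = 0.00222, and adjusted p = 0.681 with an estimated correlation), and lower without mimic replicate 2 (0.543), while antigen presentation by MHC class I (adjusted p = 0.947) and cytokines and chemokines (adjusted p = 0.239) were not. The lists of the respiratory chain, inner membrane complexes and tRNA synthetases had the direction of Fig. 3A, and the protocadherins and mitosis that of Fig. 3B. None of them passed with an estimated correlation (0.681, and 0.984 for mitosis).

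The paper states that the miRNA profile changed markedly at 6 h (Fig. 1F). Pearson's r with 0 h was 0.991 at 6 h, below that at 12 h (0.9935) and above that at 24 h (0.9883) and at 48 h (0.9848). With r this near 1 at every time, the correlation does not measure the size of the change at 6 h. The paper takes miR-1275 as lower at 6 h. Its reads were 5 at 0 h and 1 at 6 h, with an interval of the ratio of 0.00445 to 1.88 that includes 1, and 7 at 12 h. The paper also reports lower miR-1275 by other measurements, which the small RNA reads do not test. These are in dbcAMP-treated DBTRG‐05MG cells (Fig. 5A), in primary GBM cells by quantitative RT‐PCR (Fig. 6B), and by ISH in xenografts under luteolin or GSK J4 (Fig. 6G).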

Other observations

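The tests of mimic effects hidden by differences between replicate numbers and of single genes called under 1 alternative were chosen after the results were seen.

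dbcAMP moved genes of cAMP signalling, energy metabolism, tRNA charging and the cell cycle in DBTRG‐05MG cells. HTRA1, a secreted protease, rose from 41.7 ± 2.43 to 544 ± 133 FPKM (SD, n = 3), a log2 fold change of 3.64 (adjusted p = 1.15e-07 from limma). TFPI2, an inhibitor of serine proteases, rose from 11.9 ± 0.677 to 105 ± 6.44 FPKM (SD, n = 3), a log2 fold change of 3.04 (adjusted p = 2.43e-10). Of 22 cAMP-responsive genes, 13 rose and 2 fell (13 and 2 adjusted over the list alone), among them the phosphodiesterases PDE3A (3.23) and PDE4B (2.77) and RGS2 (3.13), all brakes on cAMP or G protein signalling. This list passed also with an estimated correlation (adjusted p = 1.37e-07, and 0.0284 with an estimated correlation), the only list of this comparison to do so, and not with the block and an estimated correlation (0.0889). Of 63 respiratory chain genes, 59 rose and 0 fell (60 adjusted over the list alone), with CYC1 of complex III at 0.62, and of 34 genes of ATP synthase and inner membrane complexes 18 rose and 1 fell (19 and 1 adjusted over the list alone), with ATP5F1B at 0.71. Their adjusted p from camera was 8.8e-23 and 2.48e-06, and adjusted p = 0.452 and 0.465 with an estimated correlation. SLC18A1, a vesicular monoamine transporter, and HLX, a homeobox factor, rose by 3.36 and 3.06 on the log2 scale. SLC1A3, the glutamate transporter of astrocytes, rose from 1.28 to 12.7 FPKM (2.58). Where the control level is low, the 1 FPKM added before the log makes such fold changes smaller than the ratio of the FPKM.

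Genes of mitosis fell for 35 of 50 and rose for 0 (41 and 0 adjusted over the list alone), with MKI67 at 30.5 ± 6.1 FPKM in the control and 19.4 ± 1.3 with dbcAMP (SD, n = 3; log2 fold change −0.61, adjusted p = 0.00283). Of 50 genes of DNA replication 12 fell (8 adjusted over the list alone), and 44 with the replicate block. Of 23 tRNA synthetases 14 fell and 1 rose (18 and 1 adjusted over the list alone). In the stress response of the endoplasmic reticulum and ATF4, 14 of 22 fell and 3 rose (14 and 3 adjusted over the list alone), among those that fell ASNS, asparagine synthetase, at −1.96, PHGDH, of serine synthesis, at −1.74 (adjusted p = 3.74e-05), and CHAC1 at −2.04. Of extracellular matrix and contractile genes 13 of 24 fell and 2 rose (17 and 3 adjusted over the list alone), with TAGLN at −1.95. LIPG, a lipase, and CDH3, P-cadherin, fell by 2.26 and 2.06 on the log2 scale, as did SULT1A4 by 2.01, which has a near-identical paralog, SULT1A3. The adjusted p from camera was 2.57e-11 for mitosis, 8.26e-06 for replication, 1.88e-06 for tRNA synthetases, 0.000966 for the stress response and 0.00018 for matrix genes, and adjusted p = 0.49, 0.61, 0.465, 0.535 and 0.504 in that order with an estimated correlation. Protocadherins and cadherins rose for 22 of 47 and fell for 7 (24 and 8 adjusted over the list alone), with an adjusted p of 0.0305, and 0.535 with an estimated correlation. That call was lost without control replicate 1 (0.0553), without dbcAMP replicate 1 (0.0949), with no filter (0.0752) and with preranked GSEA (0.0505).

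Markers of glia were mixed under dbcAMP. GFAP mRNA stood at 0.277 ± 0.099 FPKM in the control and 0.153 ± 0.035 with dbcAMP (SD, n = 3; log2 fold change −0.14, adjusted p = 0.09; exact two-sided permutation p = 0.1, the smallest possible), and at 0.187 ± 0.065 with dbcAMP and the mimic. These levels lie under 1 FPKM, so the 1 FPKM added before the log makes the log2 fold change much smaller than the ratio of the printed means. The paper measures GFAP as protein. Of 17 astrocyte markers 6 rose and 6 fell (6 and 6 adjusted over the list alone; adjusted p = 0.783), with APOE at 1.07 and VIM, vimentin of immature glia, at −0.98. Of 9 neuronal markers 2 rose (adjusted p = 0.379), with SCG2 at 2.03, and of 7 oligodendrocyte markers 2 fell (1 adjusted over the list alone; adjusted p = 0.228), with MBP at −0.69. Of 14 glioma stem cell genes 2 rose and 4 fell (2 and 6 adjusted over the list alone; adjusted p = 0.125), with SOX2 at 0.84 and NES at −0.71. Among embryonic stem cell genes 3 of 21 rose and 7 fell (adjusted p = 0.0626), with MYC at −1.17. Of the immune and endothelial markers 1 was measured, CD68, a macrophage gene also found in tumor cells, at 0.23 (adjusted p = 0.0725, with the block 0.049). For the enzymes of H3K27 methylation, 2 of 14 genes rose and 1 fell (adjusted p = 0.952), with KDM6B at 0.50 (adjusted p = 0.00545), EZH1 at 0.36 (adjusted p = 0.00895) and EZH2 at −0.395 (adjusted p = 0.0691, with the block 0.000105).

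The other lists did not pass with dbcAMP. The adjusted p was 0.783 for the interferon-stimulated genes (8 rose and 7 fell of 43, median −0.03 and mean 0.04), 0.783 for MHC class I, 0.165 for cytokines, 0.783 for morphogenesis, 0.952 for epithelial differentiation (median −0.05 and mean 0.04), 0.365 for maturation and 0.716 for PKA subunits. It was 0.0503 for cholesterol synthesis, 0.0564 for p53 targets and 0.0626 for reference genes, and with the replicate block 0.0517, 0.0517 and 0.054. Of the mitochondrially encoded mRNAs, 0 were listed. Among the reference genes TUBA1B and HPRT1 fell (−0.64 and −0.64), SDHA rose (0.45), and GAPDH stood at 0.135 (adjusted p = 0.153).

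With the mimic against control, the ATF4 and endoplasmic reticulum stress genes were higher as a list, for 21 of 22 genes (median 0.12, adjusted p = 0.000339, and 0.681 with an estimated correlation), with MTHFD2 at 0.18. Within replicates 1, 2 and 3 the median was 0.22, 0.09 and 0.04, and the call was lost without control replicate 1 (0.896) and without mimic replicate 2 (0.543). The adjusted p was 0.852 for DNA replication, 0.577 for cAMP-responsive genes, 0.99 for PRC2 and H3K27 demethylases, 0.947 for PKA subunits, 0.22 for cholesterol synthesis, 0.69 for matrix genes, 0.943 for p53 targets and 0.69 for reference genes. With dbcAMP present, no list passed for the mimic. The lowest adjusted p was 0.059, for interferon-stimulated genes and epithelial differentiation, both lower, and the respiratory chain had 0.0765. Whether the lists differ between the mimic with and without dbcAMP was not tested.

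With dbcAMP present, the mimic changed 0 genes in limma (115 at an unadjusted p under 0.05, and 0 with the block, where 337 were), and the interaction gave 0 (85, and 0 with the block, where 283 were). Each of these unadjusted counts lies below the share of 0.05 expected if no gene changed. Outside the rule for names, SULT1A3 passed in a fit of only 6 libraries (−3.09, adjusted p = 0.00392) and, for the interaction, without mimic replicate 1 (adjusted p = 0.00261), and HSFX2 passed without dbcAMP replicate 2 (1.22, adjusted p = 0.000754, and 0.0105 for the interaction). Both were named after their values were seen, and both have near-identical copies in the genome. Across genes, which are not independent replicates, the effects of dbcAMP without and with the mimic correlated (Pearson's r = 0.949, Spearman's rho = 0.915), while those of the mimic without and with dbcAMP had r = 0.039 and rho = 0.131. Of the genes called with dbcAMP, 1639 rose in both comparisons (309 by chance), 1577 fell in both (295 by chance) and 0 went opposite ways.

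Other splits of the libraries gave at most 1 gene for mimic against control (0 in the real split) and at most 0 with dbcAMP present (0 in the real split), and 10 splits are too few for a share under 0.05. For the interaction 100 of 100 labellings gave at least the real number (highest other 7). With a real number of 0 genes this holds for any labelling, so in these 3 comparisons the splits decide nothing.

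A hypothesis was that differences between replicate numbers hide an effect of the mimic. With the replicate number as a block the number of genes was still 0, which argues against it for changes large enough to be called. Another was that mRNAs with a match to the miR-1275 seed in the 3′ UTR fell slightly. The 3248 genes with a match had a median log2 fold change lower by −0.0172 than the others (camera p = 0.0233, and p = 0.107 with an estimated correlation), but 7 of 41 control 7-mers of the same composition gave lower shifts. That set pools the kinds of match, while each control is a single 7-mer. The match to positions 2 to 8 alone gave −0.0174 over 2447 genes, and 6 of the 41 controls lay lower. After removal of the trend with gene length and GC content the shift of the 3248 genes was 0.0026. Of 10 splits, too few for a share under 0.05, 5 gave a shift as large, with a real size of 0.0172 and a highest other of 0.0281. The shift may follow gene length, since the median fold change went from 0.0124 in the shortest of 5 equal groups of genes to −0.0263 in the longest.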
